# Modulator of Apoptosis 1 (MOAP-1) Is a Tumor Suppressor Protein Linked to the RASSF1A Protein*

**DOI:** 10.1074/jbc.M115.648345

**Published:** 2015-08-12

**Authors:** Jennifer Law, Mohamed Salla, Alaa Zare, Yoke Wong, Le Luong, Natalia Volodko, Orysya Svystun, Kayla Flood, Jonathan Lim, Miranda Sung, Jason R. B. Dyck, Chong Teik Tan, Yu-Chin Su, Victor C. Yu, John Mackey, Shairaz Baksh

**Keywords:** apoptosis, Bax, cancer, tubulin, tumor suppressor gene, ubiquitylation (ubiquitination), GWAS, Rassf1a, moap-1

## Abstract

Modulator of apoptosis 1 (MOAP-1) is a BH3-like protein that plays key roles in cell death or apoptosis. It is an integral partner to the tumor suppressor protein, Ras association domain family 1A (RASSF1A), and functions to activate the Bcl-2 family pro-apoptotic protein Bax. Although RASSF1A is now considered a *bona fide* tumor suppressor protein, the role of MOAP-1 as a tumor suppressor protein has yet to be determined. In this study, we present several lines of evidence from cancer databases, immunoblotting of cancer cells, proliferation, and xenograft assays as well as DNA microarray analysis to demonstrate the role of MOAP-1 as a tumor suppressor protein. Frequent loss of MOAP-1 expression, in at least some cancers, appears to be attributed to mRNA down-regulation and the rapid proteasomal degradation of MOAP-1 that could be reversed utilizing the proteasome inhibitor MG132. Overexpression of MOAP-1 in several cancer cell lines resulted in reduced tumorigenesis and up-regulation of genes involved in cancer regulatory pathways that include apoptosis (p53, Fas, and MST1), DNA damage control (poly(ADP)-ribose polymerase and ataxia telangiectasia mutated), those within the cell metabolism (IR-α, IR-β, and AMP-activated protein kinase), and a stabilizing effect on microtubules. The loss of RASSF1A (an upstream regulator of MOAP-1) is one of the earliest detectable epigenetically silenced tumor suppressor proteins in cancer, and we speculate that the additional loss of function of MOAP-1 may be a second hit to functionally compromise the RASSF1A/MOAP-1 death receptor-dependent pathway and drive tumorigenesis.

## Introduction

MOAP-1 was first identified as a novel Bax-associating protein in a yeast two-hybrid protein screen (1, 2). It has been demonstrated to be involved in both the intrinsic and extrinsic pathways of cell death and is required for inducing Bax conformational change and mitochondrial localization to promote subsequent cell death (2, 3). MOAP-1 can also selectively associate with the anti-apoptotic proteins Bcl-2 and Bcl-X_L_ (1). We and others have demonstrated that MOAP-1 knockdown cells are resistant to a variety of apoptotic stimuli, including staurosporine, serum withdrawal, UV irradiation, tumor necrosis factor (TNF) α, and TNF-related apoptosis-inducing ligand (2–4). In nonapoptotic cells, MOAP-1 is an unstable protein (half-life ∼25 min) that is constantly turned over via the proteasome degradation pathway (5). However, during apoptotic stimulation, MOAP-1 expression is up-regulated in response to serum withdrawal, etoposide, TNF-related apoptosis-inducing ligand, or the endoplasmic reticulum stress inducer thapsigargin (5). MOAP-1 up-regulation under apoptotic stress can occur as a result of a tripartite motif containing 39 (TRIM39)-mediated inhibition of anaphase-promoting complex (APC/C^Cdh1^) E3 ubiquitin ligase-dependent polyubiquitination of MOAP-1 (5–7). Although it has been shown that MOAP-1 is degraded in a cell cycle-specific manner requiring the cell cycle regulator APC/C^Cdh1^ E3 ubiquitin complex, it remains unknown how this may be important for the control of apoptosis or cell proliferation (5, 6).

We and others have demonstrated association of the tumor suppressor, RASSF1A, with MOAP-1 and requirement of RASSF1A/MOAP-1 for TNF-R1-driven apoptosis (2, 4, 8). The loss of RASSF1A by small interfering RNA (siRNA) knockdown or genetic knock-out results in a significant loss of death receptor-dependent apoptosis with only minor effects on the intrinsic pathway of cell death (2). RASSF1 is involved in apoptosis, cell cycle control, regulation of microtubule stability, and tumor suppression and is epigenetically silenced in human cancers. RASSF1A can associate with MOAP-1 independent of the presence of K-Ras (2) in contrast to some reports (4). Similarly, RASSF6 has also been demonstrated to associate with MOAP-1, and the Hippo kinase, MST2, can interfere with this association to prevent RASSF6/MOAP-1-directed apoptosis. The importance of these observations physiologically is still unknown, but association between RASSF6 and MOAP-1 does not require the presence of activated K-Ras (9, 10).

In this study, we demonstrate that ectopic expression of MOAP-1 resulted in reduced formation of foci on soft agar and reduced proliferative capacity of H1299 cells. Furthermore, overexpressed MOAP-1 in several cancer cell lines resulted in reduced formation of tumors in a xenograft model in athymic nude mice suggesting a universal role as a tumor suppressor protein. Mechanistically, we can demonstrate that MOAP-1 may carry out its tumor suppressor function by the involvement in apoptosis (2, 8) and associations with tubulin isoforms to stabilize tubulin (this study). This will aid in sister chromatid separation in a similar manner to RASSF1A (11, 12). In addition, we provide evidence for involvement in DNA damage control and cell metabolism that may also influence control of tumor formation. These studies illustrate important links to RASSF1A (a *bona fide* tumor suppressor protein) and suggest that MOAP-1 synergizes with RASSF1A to inhibit tumorigenesis.

## Materials and Methods

### 

#### 

##### Antibodies and Reagents

Antibodies were purchased from the following vendors: p53 and Aurora B were from Abcam; mouse anti-ubiquitin (sc-8017), STAT3 (sc-482), STAT5a (sc-1081), GNB2L1/RACK1 (sc-17754), IRα (sc-710), β (sc-371), rabbit anti-γ-tubulin (sc-10732), mouse anti-α-tubulin (sc-8035) were from Santa Cruz Biotechnology; anti-RASSF1A (M304) was a gift from Dr. Gerd Pfiefer; PTEN (catalog no. 9552) and PARP^3^ (catalog no. 9542S), PKM2 (Y105, 3827S and total, catalog no. 4053S), GS3K-3β (catalog no. 9336S and total catalog no. 9315S), and AMPK (Thr-172, catalog no. 2531S; total, catalog no. 2532) were from Cell Signaling; MAP1S was kindly provided by Dr. Leyuan Liu (Texas A&M Health Science Center); mouse anti-β-tubulin was from Sigma (T-5201); mouse anti-acetylated α-tubulin was from Sigma (T-6793); ECL detection was from GE Healthcare (ECL RPN2106); and SYBR Green SuperMix was from Applied Biosystems (Foster City, CA).

##### Cell Culture and Transfection

Cells were grown and transfected with PEI as described previously (11, 13). Cells were lysed in SB lysis buffer (50 mm HEPES (pH 7.5), 150 mm NaCl, 1 mm MgCl_2_, 1.5 mm EDTA, 0.5% Triton X-100, 20 mm β-glycerol phosphate, 100 mm NaF, 0.1 mm PMSF) (11) or in standard RIPA buffer (8) as indicated. Apoptotic assays were carried as described previously (2). The cell lines utilized in this study included the following: HEMa-LP cells and melanoma cell lines from Dr. Sujata Persad (University of Alberta); breast cancer cell lines from Dr. Ing Swie Goping (University of Alberta); pediatric leukemia cell lines (Dr. Aru Narendran, University of Calgary); colon cancer cell lines (Dr. Eytan Wine, University of Alberta); ovarian cancer cell lines (Dr. YangXin Fu, University of Alberta), and neuroblastoma cell lines from Dr. Roseline Godbout (University of Alberta). HCT116 cells (containing endogenous RASSF1A and MOAP-1) were utilized for our xenograft assays as they transfect to >40%, maintain the expression of transiently transfected HA-RASSF1A for up to 10 days in culture, and produce tumors within 30 days (11). For most xenograft assays, the growth path is determined within the first 5–10 days. As such, even if expression is reduced, the growth will continue. If stables were not utilized, pools and not single clones expressing MOAP-1 were chosen.

##### Reverse Transcriptase (RT)-PCR

1 μg of RNA was treated with DNase I (Invitrogen) according to the manufacturer's instructions. RNA was then converted into cDNA with an Applied Biosystems high capacity cDNA reverse transcription kit according to the manufacturer's instructions. After reverse transcription, cDNA was diluted 10 times with RNase-free water, and 5 μl was used in PCRs using New England Biolabs *Taq*DNA polymerase with standard Taq buffer. PCR parameters were as follows: denaturation at 94 °C for 2 min (1 cycle), 94 °C for 1 min, 54 or 58 °C (for MOAP1 or GAPDH) for 1 min, and 68 °C for 1 min (35 cycles) followed by a final extension at 68 °C for 10 min. PCR products were analyzed on a 2% agarose gel and visualized with ethidium bromide. The followingprimers were used: MOAP1 forward 5′-ACATGAAAATGGCTCCTTAGAC-3′ and MOAP1 reverse 5′-GACACGAATAACATCAAGTGCT-3′; GAPDH forward 5′-CATGACAACTTTGGTATCGTG-3′ and GAPDH reverse 5′-GTGTCGCTGTTGAAGTCAGA-3′.

##### Genome-wide Association Study (GWAS) of Human Tumor Xenografts

HCT116 human tumor xenografts were established in athymic nude mice. At day 35, tumors were excised, stored in RNAlater solution (Qiagen), and used for RNA isolation according to the manufacturer's protocol (Qiagen RNeasy kits). RNA samples with RNA integrity numbers of >7.0 were used for gene expression analysis as described previously (14). Data normalization and analysis were performed using GeneSpring GX 11.5.1 (Agilent Technologies). Normalized data were log_2_ transformed and averaged over three independent tumor replicates per construct. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (55, 56) and are accessible through GEO Series accession number GSE43990 at www.ncbi.nlm.nih.gov.

##### Analysis of MOAP-1 Expression in Breast Cancer Database

Breast cancer microarray data were generated as described previously and provided to us through the courtesy of Dr. John Mackey (14). Significance of data was evaluated by Student's *t* tests (two-tailed), and receiver operating characteristic curve analysis was performed to establish the MOAP-1 expression cutoff.

##### Canonical Pathway and Biological Function Analysis of GWAS Expression Changes

Post-analysis of gene expression changes was performed using Ingenuity Pathway Analysis software (Ingenuity Systems). Functional analysis was performed to identify the biological functions most significant to the dysregulated molecules in our dataset with *p* values calculated by right-tailed Fisher's exact test. Canonical pathway analysis was employed to identify the pathways from the Ingenuity Pathway Analysis library that were most significant to our dataset.

##### Oncomine Meta-analysis of Human Cancer Microarrays

Differential expression analysis was performed for MOAP-1 in the normal *versus* cancer category using Oncomine cancer microarray database, version 4.4, Research Edition (Compendia Bioscience, Ann Arbor, MI). We assigned a cut threshold of fold-change ≥1.5 and *p* ≤ 0.05 for our meta-analysis and only included MOAP-1 expression data for studies that met this significance. Results were grouped based on cancer type and re-plotted as fold-changes in MOAP-1 mRNA levels relative to normal tissue.

##### Kaplan-Meier Survival Analysis

Kaplan-Meier survival curves for MOAP-1 and RASSF1A expression in 88 neuroblastoma patients were kindly generated for us by Dr. Rogier Versteeg (University of Amsterdam, Netherlands). mRNA levels of MOAP-1 and RASSF1A were quantified from 88 neuroblastoma patients, and Kaplan-Meier survival curves were generated to demonstrate the correlation between expression levels of MOAP-1 and RASSF1A with overall patient survival probability from neuroblastoma.

##### Statistical Analysis

All experiments were carried out at least three times. Significance of data was evaluated by performing a Student's *t* test (two-tailed) as indicated.

## Results

### 

#### 

##### Oncomine Database Reveals Reduced MOAP-1 Expression in Human Cancers

A meta-analysis of microarray data was performed using the on-line cancer microarray database Oncomine (Compendia Bioscience, Ann Arbor, MI) (15). Differential expression analysis of MOAP-1 was carried out in samples from normal *versus* malignant tissues with data subsequently compiled from microarray studies meeting the threshold fold-change ≥1.5 and *p* value ≤ 0.05. The results obtained from this meta-analysis indicate that MOAP-1 expression is markedly reduced in multiple types of human cancers (Fig. 1*A*), especially in the brain, breast, blood, skin, and lung suggesting that loss of MOAP-1 is important for tumorigenesis to occur. MOAP-1 may possess a potential tumor suppressor function in specific cell types. Interestingly, parathyroid, myeloma, prostate/ovarian/cervical (that is the reproductive organs), and gastric datasets revealed elevated expression of MOAP-1 to suggest that MOAP-1 expression can vary widely and may have differential function in numerous tissues. Please note that plots for “sarcoma” classification include the following: dedifferentiated liposarcoma, myxofibrosarcoma, round cell liposarcoma, and fibrosarcoma. The “leukemia” plots include B-cell childhood acute lymphoblastic leukemia, T-cell prolymphocytic leukemia (all underexpressed), and Hairy cell leukemia (overexpressed). The “lymphoma” plots include anaplastic large cell lymphoma (ALK-positive), primary cutaneous anaplastic large cell lymphoma, classical Hodgkin lymphoma, angioimmunoblastic T-cell lymphoma (all underexpressed), and mantle cell lymphoma (overexpressed).

**FIGURE 1.**
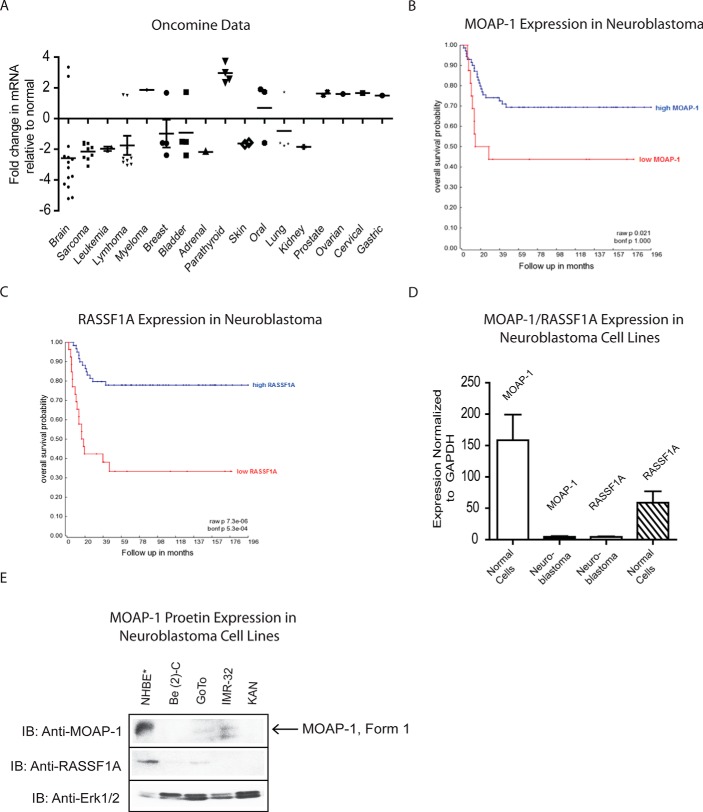
**Evidence of reduced MOAP-1 expression from cancer databases and in neuroblastoma.** *A,* differential expression analysis of MOAP-1 in normal *versus* cancer tissues from the microarray database Oncomine. Results from individual microarray studies are each represented by a single point on this plot (*n* = 48 within each study). The *y* axis depicts the fold-change in MOAP-1 mRNA levels relative to normal tissue for each of the multiple cancer types for which MOAP-1 expression data were available, as shown on the *x* axis. *Horizontal bars* represent the average MOAP-1 mRNA fold-change within that cancer type. All fold-changes are greater than or equal to 1.5, and *p* values are less than or equal to 0.05. *B* and *C,* Kaplan-Meier survival curves for neuroblastoma patients demonstrating a correlation between expression levels of MOAP-1 (*n* high expression = 72; *n* low expression = 16; expression cutoff, 700.1 for high expression *versus* low expression for MOAP-1 (arbitrary mRNA units indicated)) (*B*) and RASSF1A (*n* high expression = 61; *n* low expression = 27; expression cutoff, 101.7 (same comparison as for MOAP-1)) with overall patient survival probability from neuroblastoma (*C*). *D,* mRNA expression of MOAP-1 by qPCR 1 in normal (normal human bronchoepithelial, breast, and colon epithelial cells data were pooled) *versus* neuroblastoma cell lines (Be(2)c, GoTo, LAN-1, KAN, Nub7, SKNAS, and SH-SY5Y). *E,* protein expression of MOAP-1 in neuroblastoma cell lines as indicated. *IB,* immunoblot.

##### Low MOAP-1 Expression in Neuroblastoma Patients Correlates with Decreased Survival Probability

Neuroblastoma is predominantly a pediatric form of cancer that arises from progenitor cells of the sympathetic nervous system and is the most common solid tumor in childhood (16). Remarkably, neuroblastomas display the highest rate of spontaneous regression among all human cancers possibly due to delayed activation of normal apoptotic signaling pathways (17). Because MOAP-1 is frequently down-regulated in brain cancer, it may therefore have a role in inhibiting malignancy formation in brain tissues. We explored MOAP-1 mRNA expression in 88 neuroblastoma patients in collaboration with Dr. Rogier Versteeg (University of Amsterdam, Netherlands). Kaplan-Meier survival analysis demonstrated that patients with high expression of either *MOAP-1* or *RASSF1A* experienced greater survival rates *versus* those with low expression of either gene (Fig. 1, *B* and *C*), thereby suggesting that both MOAP-1 and RASSF1A may behave as tumor suppressor proteins in the pathogenesis of neuroblastoma. We confirmed our database results by real time quantitative PCR (qPCR) in neuroblastoma cell lines (Fig. 1*D*) and by protein immunoblotting (Fig. 1*E*). Several neuroblastoma cell lines revealed 80–90% reduction of MOAP-1-Be(2)c (bone marrow disease derived from SK-N-Be(2)), GoTo (derived from stage IV disease), IMR-32 (derived from the abdominal mass metastatic site), SMS-KAN (KAN, derived from primary pelvic tumor) (Fig. 1*E*), Nub7 (MycN amplified), and SK-NAS (bone metastasis in origin) (data not shown) when compared with levels in normal human lung primary broncoepithelial (NHBE) cells. RASSF1A expression by qPCR was virtually absent due to epigenetic silencing (data not shown and see Refs. 12, 18). These data reinforce previous findings demonstrating frequent inactivation of RASSF1A and reduced expression of MOAP-1 to result in poor disease outcome (19, 20). Considering that both MOAP-1 and RASSF1A are essential components of death receptor-mediated apoptosis (2, 8), these observations suggest that the reduction of MOAP-1 and RASSF1A expression levels in neuroblastoma cells contributes significantly to poor patient prognosis and decreased survival.

##### Decreased MOAP-1 Expression in Breast Cancer Patients Correlates with Increased Cancer Aggressiveness

Currently, four major breast cancer subtypes can be distinguished based on the expressions of estrogen receptor (ER), progesterone receptor (PR), and Her2/Neu and are classified as the following in the order of increasing cancer aggressiveness: luminal A (ER+, PR+/−, and Her2−); luminal B (ER+, PR−/+, and Her2+); Her2-amplified (ER−, PR−, and Her2+); and triple negative or basal-like (ER−, PR−, and Her2−) (21). Luminal A breast cancers are the most common subtype that respond well to adjuvant hormone therapy and have the best overall prognosis. In contrast, there are currently no targeted therapies available for the treatment of triple-negative breast cancers that are associated with the worst overall and disease-free survival rates (21, 22).

Breast cancer microarray expression data generated from 176 primary and treatment-naive breast cancer samples and 10 normal breast tissue samples (14) revealed that MOAP-1 expression was reduced 5-fold in breast tumor samples (Fig. 2*A*). Detailed analysis revealed a steady and significant decrease in MOAP-1 expression that correlated with increasing breast cancer aggressiveness in luminal B, Her2-amplified, and triple-negative subtypes (Fig. 2*B*). These changes were confirmed by MOAP-1 qPCR on patient tumor samples obtained from the Alberta Cancer Research Biobank (Fig. 2*C*) and from representative cell lines that reflect the categories in Fig. 2*B* (Fig. 2*D*). MOAP-1 expression was readily detected in the normal human lung primary broncoepithelial (NHBE) cell line, in the immortalized breast epithelial line hTERT (breast epithelial cells immortalized with human telomerase), and in the noninvasive cell line derived from a patient with fibrocystic disease of the breast, MCF-10A (Fig. 2*D*). In contrast, expression is reduced or not detectable in several breast cancer cell line subtypes as indicated in Fig. 2*D*.

**FIGURE 2.**
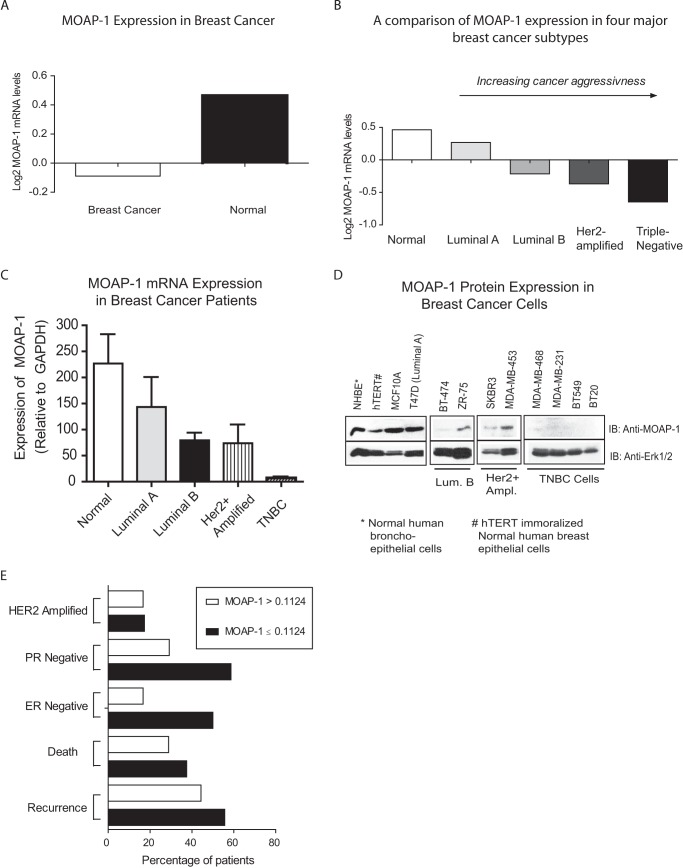
**Expression of MOAP-1 in breast cancer.** *A,* comparison of MOAP-1 mRNA levels in cancerous *versus* normal breast tissue (*n* = 10) and breast cancer (*n* = 176); *p* value = 2.15E-09. *B,* average MOAP-1 expression is significantly reduced in 3 out of 4 major breast cancer subtypes relative to normal breast tissue. (Luminal A: *p* value = 0.34, *n* = 75; Luminal B: *p* value = 0.0018, *n* = 19; HER2-amplified: *p* value = 0.0067, *n* = 8; Triple negative: *p* value <0.0001, *n* = 56; Normal: *n* = 10.) Note that 18 patients were excluded from this assessment because they could not be classified. “Normal” values were plotted from results using normal bronchial, breast, and colon epithelial cells. *C,* mRNA expression of MOAP-1 by qPCR in breast cancer patient subtypes as indicated (*n* = 6). *D,* protein expression of MOAP-1 in the indicated cell lines classified by breast cancer subtypes. *IB*, immunoblot. *E,* MOAP-1 expression is significantly reduced in ER-negative and PR-negative breast cancers. Breast cancer patient data were analyzed based on levels of MOAP-1 expression with relation to various clinical and pathological features of interest as shown. Receiver operating characteristic curve analysis calculated MOAP-1 expression cutoff at 0.1124 (low MOAP-1 expression ≤0.1124 and high MOAP-1 expression >0.1124). ER-negative breast cancers: *n* = 64, *p* value = 1.2E-06; PR-negative breast cancers: *n* = 82, *p* = 7.5E-05.

All samples in Fig. 2, *C* and *D,* contain >40% of their RASSF1A promoter CpG island regions epigenetic silenced by methylation. Epigenetic silencing of RASSF1A in breast cancer is well documented and is one of the earliest detectable changes in breast cancer progression (12). These results suggest that MOAP-1 expression is down-regulated during breast cancer progression, may parallel the loss of RASSF1A, and subsequently contribute to the poor patient outcomes associated with more aggressive breast cancer subtypes. Although we did not observe an association between levels of MOAP-1 expression and breast cancer family history, recurrence, death, or Her2-amplification, we did discover a significantly higher proportion of patients expressing low MOAP-1 with ER-negative and PR-negative breast tumors (Fig. 2*E* (Her2+ amplified and TNBC) and Table 1). Hormone receptor-negative breast cancers carry a less favorable prognosis than tumors with hormone receptors and do not benefit from endocrine therapies (23). Therefore, the loss of the pro-apoptotic MOAP-1 protein may contribute significantly to the less favorable prognosis than tumors with hormone receptors.

**TABLE 1:** **MOAP-1 expression is significantly reduced in ER-negative and PR-negative breast cancers** Breast cancer patient data were analyzed based on levels of MOAP-1 expression with relation to various clinical and pathological features of interest as shown. Region of choice curve analysis was calculated for MOAP-1 expression cutoff at 0.1124 (low MOAP-1 expression [ltequ]0.1124 and high MOAP-1 expression >0.1124). ER-negative breast cancers: *n* = 64, *p* value = 1.2E-06; PR-negative breast cancers: *n* = 82, *p* value = 7.5E-05.

	No. of patients with low MOAP-1 (log2 mRNA ≤0.1124)	No. of patients with high MOAP-1 (log2 mRNA >0.1124)	*p* value
Total no. of patients	104	72	
Cancer recurrence	49	39	0.36071
Death	30	27	0.23622
Negative ER status	52	12	1.2E-06
Negative PR status	61	21	7.5E-05
HER2 amplified	18	12	0.9119
Breast cancer family history	45	32	0.85813

##### Reduced Expression of MOAP-1 in Cultured Cancer Cells

In addition to detectable expression of MOAP-1 in NHBE, hTERT (immortalized with human telomerase), and MCF-10A, we can also detect MOAP-1 in other nontransformed cell lines such as HEMA-LP and PNT1A (Fig. 3, *A–C*). MOAP-1 protein was reduced or absent in many cancer cells as shown in Figs. 2*D* and 3. Noticeably, MOAP-1 expression was detected in the p53-positive cell lines (U2OS, HCT116, ZR-75, IMR-32, and PANC1) but was reduced/absent in p53-null cells (SAOS-2 and SKOV3), p53 frameshift mutation or rearrangement cell lines (Caco-2 and CAPAN-2), and p53-mutant cell lines (SKBR3, MDA-MB-468, MDA MB-231,BT-549, and BT-20 (breast cancer cells) (Fig. 2*D*), and OVCAR-3 (ovarian cancer). However, the expression of MOAP-1 did not always correlate with the status of p53 as SW480 (p53-null) has detectable MOAP-1, whereas the p53 wild type cell lines, A549, and the majority of the neuroblastoma cell lines do not have robust detection of MOAP-1. Among the cell lines that are *p53*^+/+^*MOAP-1*^−/−^, all have epigenetic silencing of RASSF1A (12). Therefore, we suspect that RASSF1A may influence the expression of MOAP-1, and we are currently exploring this unexpected observation. The dual loss of MOAP-1 and RASSF1A expression may contribute to malignant cell growth in the solid cancers.

**FIGURE 3.**
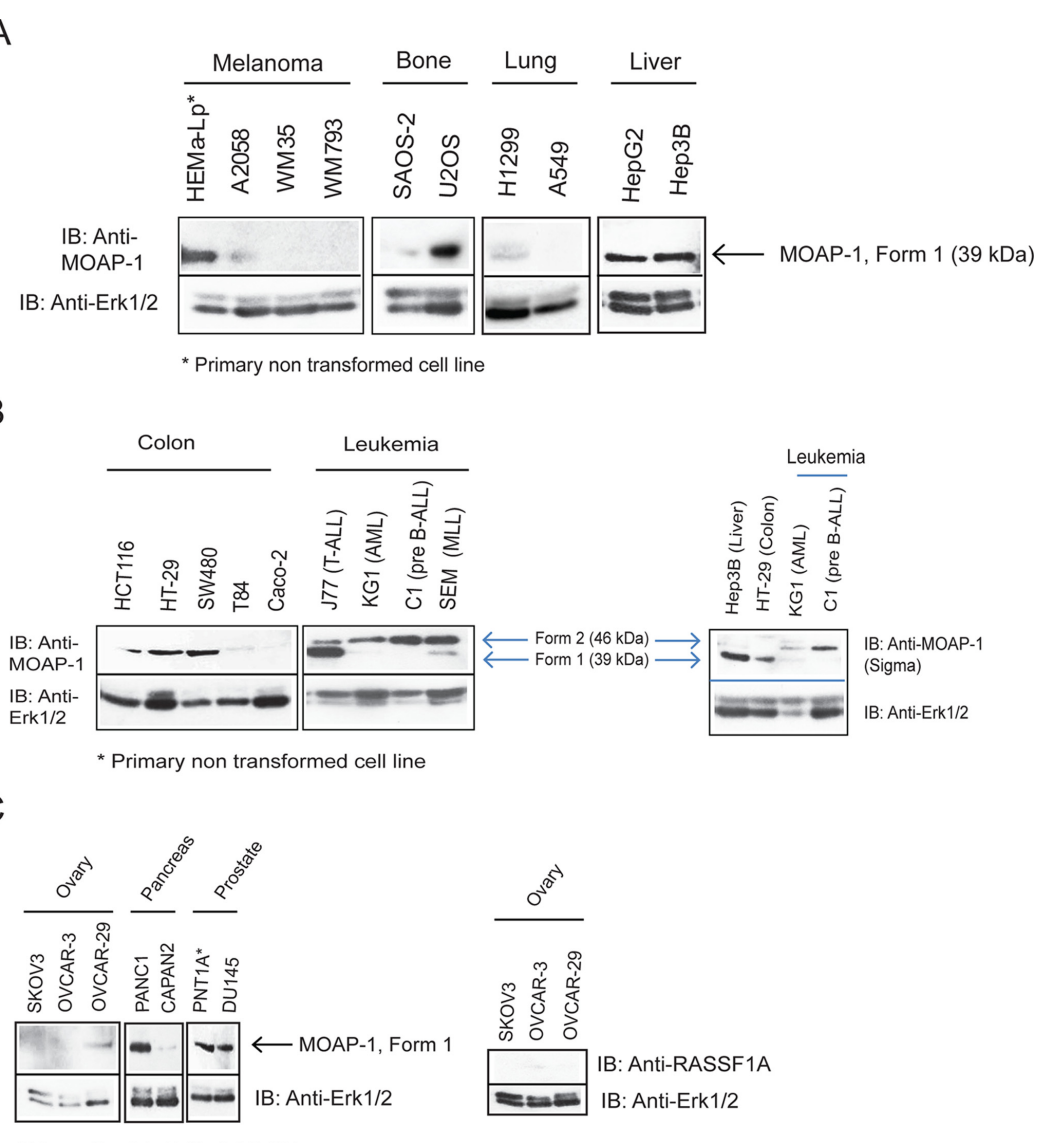
**Protein expression of MOAP-1 in the indicated cancer cell lines (*A–C*).** ERK1/2 is shown as a loading control for the lanes, and all lanes marked withan *asterisk* are normal cells. *IB,* immunoblot. Two forms of MOAP-1 can be observed blood cancers that migrate at ∼46 kDa instead of the normal 39 kDa. This result has been confirmed using the rabbit anti-MOAP-1 (from QED Biosciences) and rabbit anti-MOAP-1 from Sigma as indicated (*B, right side*).

In contrast to the solid cancers, MOAP-1 in several blood cancer cell lines revealed two distinct forms as detected by two independent antibodies (Fig. 3*B*, *right side*). The slower migrating 46-kDa form (form 2) of MOAP-1 can be found in cancers originating from the blood as ALL or AML subtypes (Fig. 3*B*).^4^ We are currently investigating why MOAP-1 appears as a slower migrating band in blood cancers, but we suspect that it may involve phosphorylation of MOAP-1 by an unidentified kinase.

##### Differential MOAP-1 Expression in Cancer Cells May AlsoBe Controlled by Post-translational Ubiquitination

Exon sequencing revealed no mutations in MOAP-1 in several cancer lines investigated, including HCT116 colon cancer cells, H1299 small cell lung cancer, and MDA-MB-231 breast cancer cells. Quantitative PCR revealed decreased mRNA production for MOAP-1 in several cancer cells and patient tumor tissues (Figs. 1*D* and 2*C*). It is known that MOAP-1 appears to be highly turned over every 25 min via the ubiquitin-mediated proteasomal degradation (5) and thus may explain lack of detection. If MOAP-1 is regulated by ubiquitin-directed degradation, then the proteasome inhibitor, MG-132, should inhibit the degradation of MOAP-1 and stabilize its expression. Indeed, we can observe this with MG-132 treatment of several cell lines that initially did not reveal detectable MOAP-1 expression, including MDA-MB-468, MDA-MB-231, MCF-7, A549, and A2058 (Fig. 4). For the most part, MOAP-1 ubiquitination can be detected in most of the cell lines in Fig. 4 (data not shown) and are in line with the observations of Lee *et al.* (5). This would suggest that ubiquitin-directed modulation of MOAP-1 expression can occur in several cancers. Curiously, under MG-132 treatment, MOAP-1 expression in SKOV3 cells is barely detectable for unknown reasons. These experiments reveal the complexity of MOAP-1 regulation. We are currently investigating the importance of ubiquitination for MOAP-1 biology, the mechanism by which this occurs, and characterizing the importance of two identified E3 ligase interacting proteins with MOAP-1 and how they may control the biology of MOAP-1.

**FIGURE 4.**
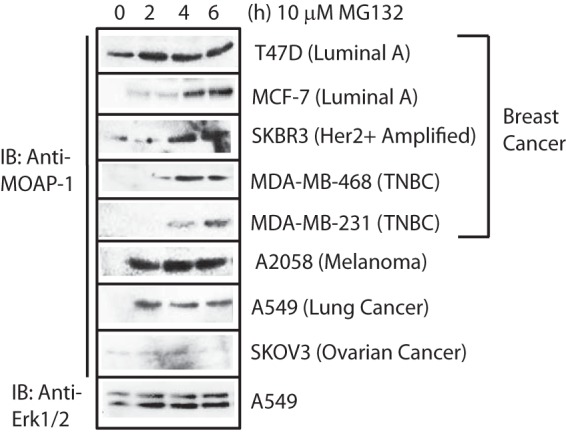
**MOAP-1 is rapidly turned over in several human cancer cell lines.** Immunoblotting (*IB*) for MOAP-1 was performed in selected cell lines by the addition of the proteosome inhibitor, MG132, at a concentration of 10 μm for the indicated times.

##### MOAP-1 Inhibits Cell Proliferation in Culture and Promotes Cell Death in Cancer Cells

A fundamental property that is shared by many tumor suppressor proteins is the ability to negatively regulate cell growth and proliferation. H1299 non-small cell lung carcinoma cells stably expressing Myc-MOAP-1 and HCT116 colon cancer cells transiently expressing shRNA to MOAP-1 were generated. Stable expression in H1299 cells was obtained using G418-resistant pools of cells expressing MOAP-1 to avoid effects of clonal variation. Using the MTT colorimetric assay for cell proliferation (24), we observed that cells expressing Myc-MOAP-1 were capable of inhibiting cell proliferation, whereas cells with reduced MOAP-1 expression promoted cell proliferation (Fig. 5, *A* and *B*). Colony formation assay also revealed the growth-suppressive function of MOAP-1 (Fig. 5*C*). This would suggest importance in inhibiting tumor formation.

**FIGURE 5.**
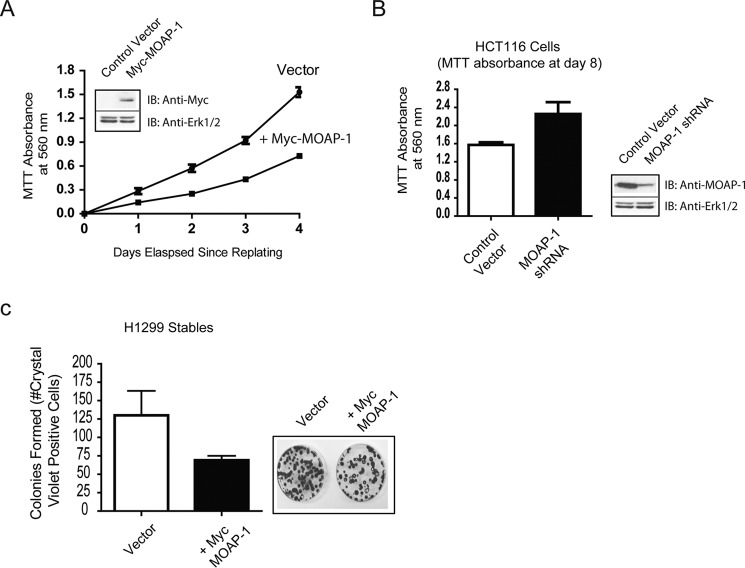
**MOAP-1 can inhibit cell proliferation *in vitro*.** *A* and *B,* MOAP-1 suppresses H1299 cell growth in culture. H1299 cells stably expressing vector or Myc-MOAP-1 (*A*) or MOAP-1 shRNA (*B*) were seeded at 4000 cells per well in a 96-well plate, and an MTT assay was carried out as outlined under “Experimental Procedures.” *Inset* represents immunoblot to confirm the expression of Myc-MOAP-1 with ERK1/2 as a loading control. *A, p* value = 0.0006, *n* = 16; *B, p* value = 0.0022, *n* = 8. *B*, *right side,* immunoblot to confirm shRNA knockdown of endogenous MOAP-1. *IB*, immunoblot. *C,* colony formation was carried out in H1299 stable cells expressing the indicated constructs. *p* value = 0.0361 and *n* = 4 −5 for both. H1299 cells were seeded at 600 cells per plate and allowed to grow for 11 days prior to staining with crystal violet. Number of cell colonies were counted by visual examination. The expression of Myc-MOAP-1 can be detected in these cells for >30 days after stables are formed (see Fig. 7*C* for stable expression of MOAP-1 in H1299).

Further analysis of several MOAP-1-negative and -positive cells verified the important role of MOAP-1 in growth suppression by promoting apoptosis (Fig. 6). Cells having robust expression of MOAP-1 (HCT116 and HT-29 colon cancer cells) had robust cleavage of poly(ADP-ribose) polymerase (PARP) upon TNFα/CHX (extrinsic pathway) stimulation, whereas cells with reduced or absent endogenous MOAP-1 expression (MDA-MB-468, SKOV3 and H1299 cells) displayed very limited PARP cleavage upon TNFα/CHX stimulation (Fig. 6, *A* and *B*). Upon stable re-expression of MOAP-1 in H1299 cells, PARP cleavage was significantly enhanced, and the p85-cleaved form of PARP was detected upon TNFα/CHX addition that appeared to be augmented by the presence of stably expressed RASSF1A and MOAP-1 (Fig. 6*C*). Furthermore, staurosporine (intrinsic apoptotic pathway stimulation) was also more robust in the presence of stably expressed MOAP-1 in H1299 cells (Fig. 6*D*). Annexin V staining confirmed our PARP results to illustrate that both early (annexin V staining) and late (PARP cleavage) markers of apoptosis were generated in the presence of MOAP-1 (Fig. 6*E*). Similar results were obtained for A549 lung cancer cells and SKOV3 ovarian cancer cells (data not shown). Together, these results demonstrate tumor suppressor properties of MOAP1 via repressing cell proliferation and promoting cell death in cancer cell lines.

**FIGURE 6.**
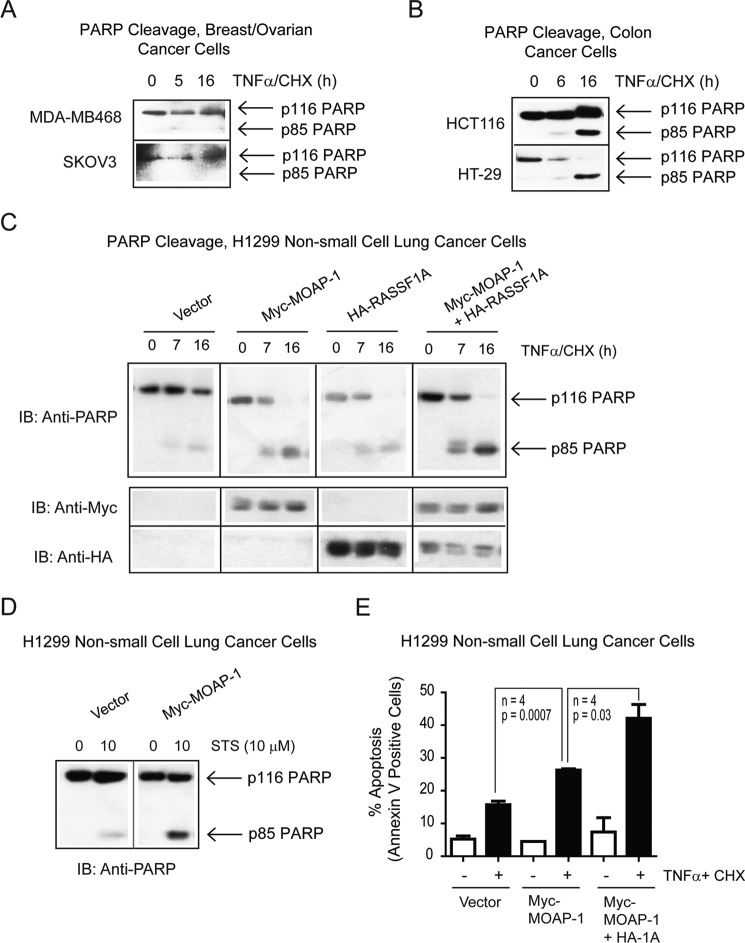
**Defective cell death in the absence of endogenous MOAP-1.** *A–C,* PARP cleavage was analyzed in response to TNFα/CHX in the indicated cancer cells. *IB,* immunoblot. *D*, in addition, cell death was also analyzed by staurosporine treatment of H1299 cells. Stable pools of Myc-MOAP-1-expressing H1299 cells were established for *D* and *E. E,* annexin-V staining in H1299 stable cells with the indicated expression constructs. All proteins were expressed at similar levels (data now shown). *n* = 3, *p* values as indicated.

##### MOAP-1 Inhibits Tumor Formation in Vivo via Its Pro-apoptotic Function

To directly validate the tumor suppressor function of MOAP-1 *in vivo*, xenograft tumor assays were performed in athymic nude mice lacking a functioning immune system (25). To carry out these assays, we selected cancer cell lines with reduced or absent MOAP-1 expression (DAOY medulloblastoma cells, SKOV3 and H1299) or with a detectable amount of MOAP-1 (HCT116 cells). Myc-MOAP-1 was transiently expressed in DAOY medulloblastoma cells, SKOV3 (stable expression, ovarian cancer) (Fig. 7, *A* and *B*), or H1299 (stable expression, lung cancer, Fig. 7, *C* and *D*) and transiently in HCT116 colon cancer cells (Fig. 8, *A* and *B*). Following subcutaneous injection of these cells into the left and right flanks of athymic mice, a significant difference in the growth of tumors containing overexpressed Myc-MOAP-1 emerged for all cell lines tested when compared with tumors containing a control vector. This suggested a role for MOAP-1 in growth suppression. Interestingly, the loss of the function of the BH3 domain of MOAP-1 (either as a deletion or mutation) resulted in the inability to suppress tumor formation to suggest a significant dependence of MOAP-1 on its pro-apoptotic function to carry out tumor suppression (Fig. 7, *C* and *D*). Complementary to our overexpressed cells, shRNA knockdown of MOAP-1 resulted in a significant increase in tumor formation following subcutaneous injection of HCT116 cells containing shRNA to MOAP-1 (Fig. 8*C*). Not surprisingly, tumor formation was additionally reduced in the presence of HA-RASSF1A (for DAOY and H1299 cells, Fig. 7, *B* and *C*) suggesting a requirement for the RASSF1A/MOAP-1 apoptotic pathway in inhibiting tumor formation in these cell lines.

**FIGURE 7.**
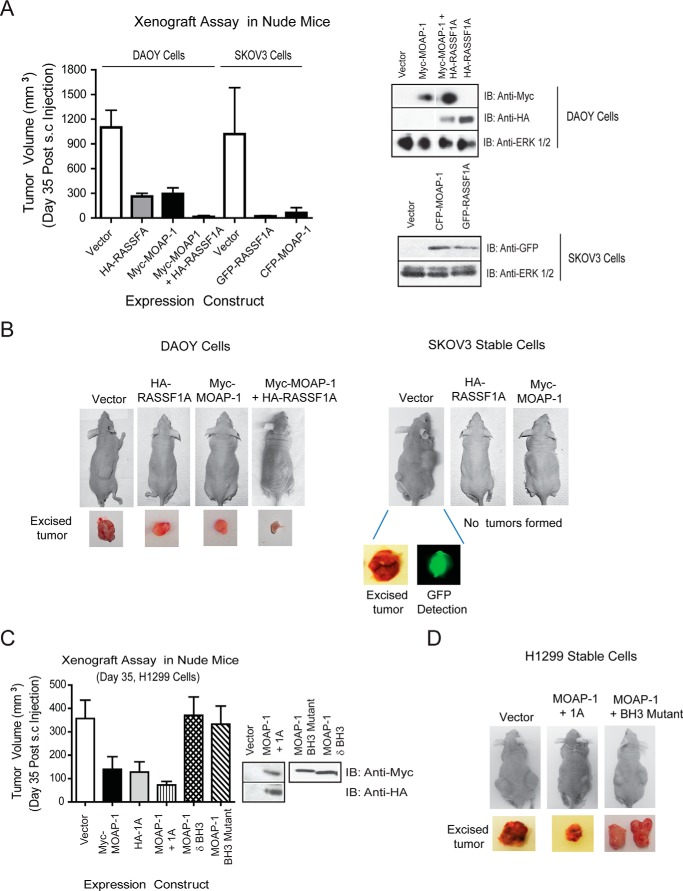
**MOAP-1 can inhibit tumor formation *in vivo*.** Xenograft assays were carried out in DAOY medulloblastoma and SKVO3 ovarian cancer cells (*A* and *B*) and in H1299 lung cancer cells (*C* and *D*). Stable cells were utilized for H1299 and SKOV3 cells, although DAOY cells contained transiently transfected expression vectors. For SKOV3, the anti-GFP antibody recognized both CFP-MOAP-1 and GFP-1A. For all, cells were harvested 48 h post-transient transfection, resuspended in Matrigel, and subcutaneously injected into male athymic mice. Immunoblots (*IB*) beside the graphs represent stable or transient expression of the indicated proteins. Athymic nude mice (Taconic Laboratories number NCRNU-M, CrTac:NCr-FoxN1Nu) were utilized for this assay as described previously (11). *A*, for DAOY cells, the *p* value between vector and HA-RASSF1A is 0.0003; the *p* value between vector and Myc-MOAP-1 or vector and Myc-MOAP-1 plus HA-RASSF1A is 0.0023 and 0.0065 respectively; *n* = 6–10 for all. *A*, *right side*, expressions of the indicated constructs are shown. For SKOV3, the *p* value between vector and HA-RASSF1A and vector and Myc-MOAP-1 was 0.009 and 0.004, respectively; *n* = 6 for all. *C*, *p* value between tumors formed in vector *versus* MOAP-1 cells was 0.0075, vector and RASSF1A was 0.0214, and vector and RASSF1A/MOAP-1 was 0.0049 (*n* = 8–10 for all). *p* value between MOAP-1 wild type and δBH3 or BH3 mutant is <0.027 and <0.0327, respectively.

**FIGURE 8.**
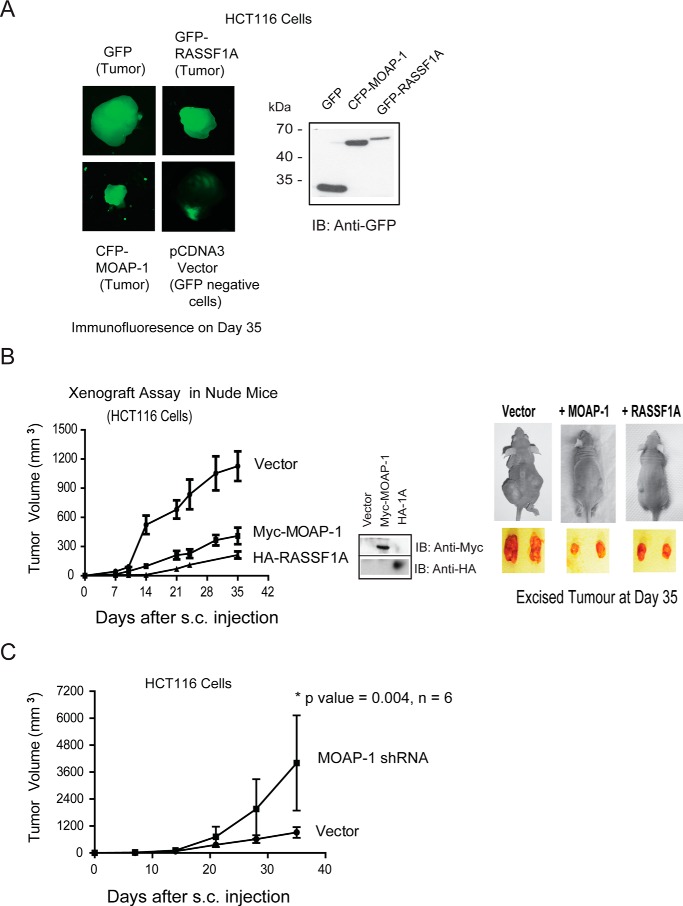
**MOAP-1 can inhibit tumor formation driven by HCT116 colon cancer cells *in vivo*.** HCT116 colon cancer cells with overexpressed proteins (*A* and *B*) or with shRNA to MOAP-1 (*C*) were generated by transient transfection with the indicated expression vectors. Cells were prepared and injected into nude mice as in Fig. 9. For HCT116 cells, the *p* value between vector and HA-RASSF1A and vector and Myc-MOAP-1 was 0.0026 and 0.0043, respectively; *n* = 10–16 for all. *B*, *middle*, expression of the indicated constructs are shown as well as mouse and tumor images, *B*, *far right,* representative tumors at day 35 of tumor growth. *A*, tumor images were captured using a multispectral FX instrument from Carestream to support the use of stable expression of GFP constructs for this assay. MOAP-1 shRNA in *C* results in >70% loss of MOAP-1 expression as presented.

##### MOAP-1 Can Associate with Tubulin to Possibly Inhibit Tumor Formation

RASSF1A can physically associate with microtubules and with α-, β-, and γ-tubulin (11, 26), and the lack of microtubule association promotes tumor formation (11, 27). It has been demonstrated to co-localize with α-, β-, and γ-tubulin and influence the stability of α-tubulin in several cell types in the *Rassf1a*^−/−^ knock-out mouse embryo fibroblasts (11, 26, 28). RASSF1A was also found to stabilize γ-tubulin at the metaphase plate and serve as an important component of sister chromatid separation (28, 29) and the appearance of aneuploidy. Thus, association with tubulin is an important aspect of the tumor suppressor role for RASSF1A and possibly MOAP-1 due to the intimate connection between these two pro-apoptotic proteins. We thus explored whether MOAP-1 can associate with α-, β-, and γ-tubulin in the absence and presence of RASSF1A. SW480 and H1299 cells were utilized as they are RASSF1A-positive and -negative cell lines, respectively. Association of MOAP-1 with α- and γ-tubulin was readily detected in asynchronous cells as well as nocodazole- and taxol-treated cells (albeit at a much lower stoichiometry, Fig. 9*A*). In comparison, RASSF1A can associate equally with tubulin isoforms (11). Furthermore, the association with γ-tubulin was independent of the presence of RASSF1A (Fig. 9*B*). Using deletion constructs to MOAP-1, we were able to identify residues 1–115 as important for γ-tubulin association, whereas residues important for α-tubulin association were indeterminate. MOAP-1 expression constructs 1–115, 1–160, and 1–190 can associate with α-tubulin, although constructs 250–351 cannot (Fig. 9*C*). It may well be that α-tubulin docks to multiple regions on MOAP-1. Interestingly, the MOAP-1 mutants in the BH3 domain, the M1 mutant (that lacks RASSF1A association (2)), or the mutant M6 (that lacks TNF-R1 association) do not interfere with either α-tubulin or γ-tubulin associations (Fig. 9*C*). The association of MOAP-1 with α-tubulin resulted in greater stability of α-tubulin in asynchronous H1299 cells that have a low detectable level of MOAP-1 (Fig. 9*D*). Furthermore, the presence of overexpressed MOAP-1 or RASSF1A resulted in greater stabilization of tubulin by taxol, resistance to nocodazole, or colchicine destabilization of tubulin (as monitored by its acetylation status, Fig. 9*D*, *bottom graph*). Thus, similar to the ability of RASSF1A to promote the stability of tubulin, MOAP-1 can also achieve this. This would suggest the importance of both RASSF1A and MOAP-1 to tubulin stability, organization of spindle formation at the metaphase plate, and the effective separation of sister chromatids during mitosis to reduce the incidence of aneuploidy and fulfill its function as a tumor suppressor protein.

**FIGURE 9.**
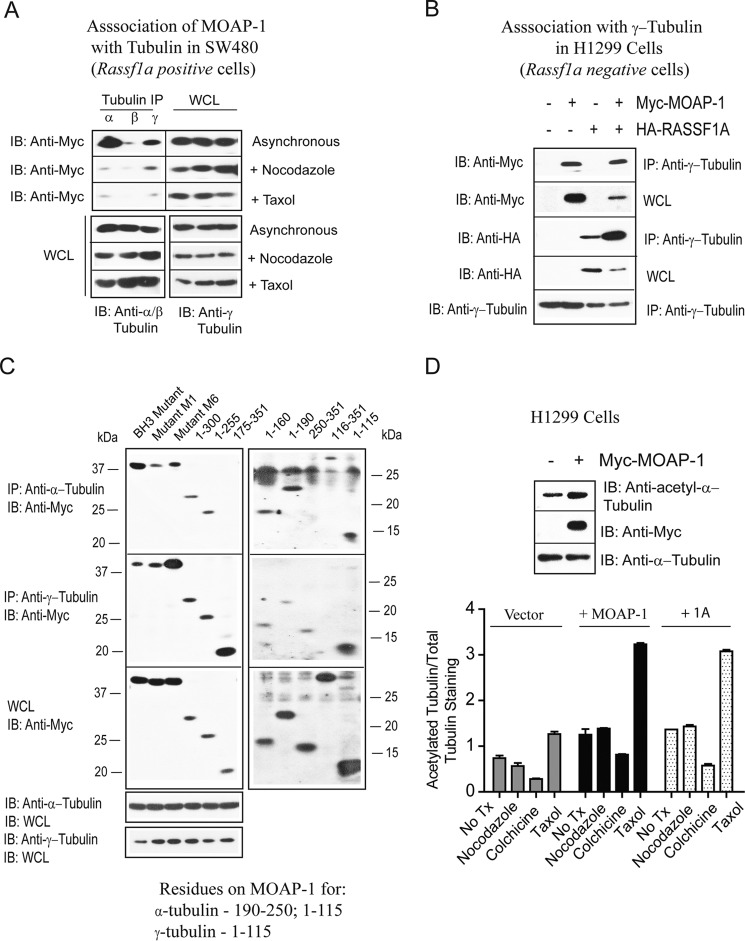
**MOAP-1 can associate robustly with tubulin isoforms, may not require RASSF1A for this association, and can stabilize microtubules.** Association of MOAP-1 with tubulin isoforms in SW40 cells (*A*), in H1299 cells (*B*), and in SW480 cells (*C*) used previously published mutants of MOAP-1 as indicated. *D,* acetylation status of α-tubulin−/+ Myc-MOAP-1 was determined with an anti-acetyl-α-tubulin antibody as indicated and quantified in the *bottom panel. Bottom panel*, total lysates of H1299 cells −/+ MOAP-1 or 1A were immunoblotted (*IB*) for acetylated tubulin followed by reprobing with an α-tubulin antibody to total tubulin content. Densitometry was carried on the immunoblots using the ImageJ software and plotted as shown. Expression of Myc-MOAP-1 and HA-1A was comparable (data not shown), and *n* = 3 for each point was independently carried out. *IP*, immunoprecipitation; *WCL*, whole cell lysate; *Tx*, treatment.

##### Transcriptome Analysis of MOAP-1-overexpressing Tumors Reveals Novel Involvement in Several Molecular Pathways

The role for MOAP-1 in cell death is well documented. MOAP-1 is known to partner with TNF-R1, RASSF1A, and Bax to promote apoptosis (1, 2) and partner with TRIM39 for protein stabilization (5). Although cell death and microtubule stability are important aspects of MOAP-1 biology, other possible mechanisms may exist to explain how MOAP-1 inhibits cell proliferation and tumor formation. 

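RNA from xenograft tumors of HCT116 cells, a human colon cancer cell line, excised at day 35 was hybridized to 15 single-color Agilent whole-genome arrays, with 1 tumor per array and 3 tumors for each of 5 constructs. The constructs were MOAP-1, the empty vector, RASSF1A, and MOAP-1 carrying the K264R or the K278R change. The array results of the paper concern the MOAP-1 and vector tumors. The authors deposited the intensity of every spot after background correction by Agilent Feature Extraction, without normalization between arrays. They also deposited a table of log2 values normalized in GeneSpring. The values given here were computed from the intensities. These were log2-transformed, the 75th percentile of each array was set to 0, and the spots of 1 probe were averaged after control spots and spots marked as outliers by the scanner software had been removed. The 75th percentile of the signal lay between 495.8 and 1400 on the 15 arrays, and 85.1% to 93.1% of the spots of an array were well above background. Of 34127 probes, 30585 were well above background in all 3 tumors of at least 1 construct and were kept. All 15 arrays were fitted in 1 limma model with the construct as the only term, which leaves 10 residual degrees of freedom, and p values were adjusted over the kept probes by the Benjamini-Hochberg method. The number of tumors limits the precision of every value. The vector tumors were hybridized on 1 slide and the MOAP-1 tumors on 2 other slides, so slide and construct cannot be separated in this comparison.

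MOAP1 itself is represented by 1 probe (A_23_P205389), and the files do not state whether it binds the transcript of the introduced construct. Relative to the 75th percentile, its log2 signal was 0.34, 0.71, and 0.71 in the MOAP-1 tumors and -0.18, -0.53, and -0.13 in the vector tumors. The change was 0.86 on the log2 scale (standard error 0.14, adjusted p = 0.000842), or 1.82-fold, and 5.84% of the kept probes rose at least as far. Among the alternative settings, the normexp background model (a model of the local background of each spot) moved it most, to 0.68.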

To gain insight into these other mechanisms of tumor suppression, gene expression profiling was performed on MOAP-1-overexpressing xenograft tumors in nude mice. All experiments were carried out by transient transfections in HCT116 cells as described previously (11). Using this method, we were able to obtain >60% expression by day 2 that is sustained until day 10 after transfection in tissue culture (11). Because most of the tumor growth initiates between 7 and 14 days (as seen in Fig. 8, *B* and *C*), we postulate that >60% of the HCT116 cells expressing Myc-MOAP-1 will be sufficient to direct a growth path toward tumor suppression. RNA was extracted from resulting tumors and subjected to GWAS using the Agilent platform. GWAS revealed a total of 1434 differentially expressed genes by overexpression of MOAP-1 or, most likely, as a consequence of the biological ability of MOAP-1 to induce cell death and other physiological processes (Fig. 10*A*). 

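The description deposited with the arrays gives a selection of at least 1.5-fold and a p threshold that is not clearly written. The threshold was read as p below 0.05 without adjustment. With this selection, 5344 genes differed between MOAP-1 and vector tumors. Of these, 3260 had a higher and 2145 a lower probe in the MOAP-1 tumors. After Benjamini-Hochberg adjustment, 4805 genes remained past an adjusted p of 0.05 and 1.5-fold, with 2892 higher and 1963 lower, 50 of them with probes in both directions. In 97.7% of the called probes, all 3 tumors of one construct lay above all 3 of the other, which the selection itself favors. By the methods' t-test, without adjustment, the number was 4648 genes. A 2-fold minimum in place of 1.5-fold, at an unadjusted p below 0.05 in limma, gave 1804 genes, which is nearer the paper's number. The adjusted count moved most under the normexp background model, which called 506 genes, 244 higher and 262 lower. Under that model, 16 spots with an extreme local background on 3 arrays (vector 2, vector 3, and K264R 2) shifted the fitted background, and the median change of all kept probes was -0.53. With those spots left out of the fit, a setting chosen after seeing the data, 2515 genes were called. Quantile normalization called 4487 genes but divided them differently, with 2190 higher and 2337 lower. Without vector tumor 2, 3584 genes were called.

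Among genes past both thresholds with no overlap between the groups, the largest rises of named genes were those of TMEM71 (A_33_P3240843; log2 change 4.12, standard error 0.95, adjusted p = 0.00627) and THBS2 (A_33_P3365735; 3.36, standard error 0.78, adjusted p = 0.00633). The other kept THBS2 probe changed by -0.31 (adjusted p = 0.158), and the first lost its call under normexp (1.01, adjusted p = 0.316) and by the methods' t-test after adjustment (adjusted p = 0.107). The signal of the first THBS2 probe differed among tumors (SD 1.51 in MOAP-1 and 1.11 in vector). THBS2 is in a list of stromal fibroblast genes fixed beforehand, and RNA of mouse host cells may contribute to its signal. The TMEM71 signal differed widely among the MOAP-1 tumors (SD 2.97, against 0.05 among the vector tumors), and its adjusted p was 0.0555 when only the MOAP-1 and vector arrays were fitted. The largest falls were those of PPP1R14A (-2.73, adjusted p = 0.00496) and EBF2 (-2.62, adjusted p = 0.000432). In 2 of the 3 MOAP-1 tumors the PPP1R14A probe was not well above background.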

Using the “core analysis” function in Ingenuity Pathway Analysis (Ingenuity Systems) (30), we were able to interpret gene expression changes in the context of biological functions and signaling pathways. Table 2 and Fig. 10*B* display several biological functions and signaling pathways identified as being most significant to the dataset of vector *versus* wild type MOAP-1 based on Fisher's exact test. Table 3 represents a selection of differentially expressed genes whose expression is modulated as a consequence of MOAP-1 overexpression and enhanced pro-apoptotic function, some of which encode potential growth-regulatory or tumor-suppressor functions. 

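Table 3, which was read from a picture, prints 81 probes, 69 up-regulated and 12 down-regulated. Because these probes were chosen on the same tumors, their values describe the selection and are not an independent test of it. Of the 81, 75 were kept, and all 75 had an adjusted p below 0.05 and a change of at least 1.5-fold in the printed direction, 65 higher and 10 lower. The size of their log2 change had a median of 1.25 and a minimum of 0.98, and the adjusted p ranged from 0.000153 to 0.0367. All 81 probes had the 3 tumors of one construct above the 3 of the other. The median brightness of the 75 lay at the 45.7th percentile of the kept probes. By category, the kept probes divide into 21 for gene expression, 15 for DNA replication, recombination, and repair, 11 for cell death, 10 for cell growth and proliferation, 10 for cell-to-cell signaling and interaction, and 8 for cell cycle. The other 6 were not well above background in all tumors of any construct. For PDGFD, NEDD9, RAPGEF3, and CLDN11 no MOAP-1 and no vector tumor passed, for APCDD1 1 MOAP-1 tumor passed, and for MBD2 2 MOAP-1 tumors and no vector tumor passed, which gives a rise of at least 1.21-fold. The kept probe of RECQL5 was well above background in no vector tumor, which gives a rise of at least 1.54-fold. The vector signal of GAB1 was also at background. No lower bound is given for GAB1, so its rise of at least 1.5-fold is uncertain. The normexp background model left 13 of the 75 past the threshold, among them PCNA, PARP1, PRKDC, and MAP1S, and 71 kept their direction when the 16 outlying spots were left out of its fit.

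For 47 genes of Table 3 the array carries 56 further kept probes. Of these, 30 (53.6%) changed in the direction of the printed probe. Their median change toward that direction was 0.03, against 1.27 for the printed probes of the same genes. Past the adjusted threshold were 7 in the same direction and 2 in the opposite one, NOTCH1 (0.96 against -1.18 for the printed probe) and COL5A1 (-1.82 against 3.14), both named after their values were seen. The printed COL5A1 probe no longer passed (adjusted p = 0.0726) under normexp without the outlying spots. COL5A1, like THBS2, is in the list of stromal fibroblast genes, and RNA of mouse host cells may contribute to its signal. Among the 42 further probes that were brighter than the printed one, 22 had its direction, with a median change of 0.03.

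**Figure D1:**
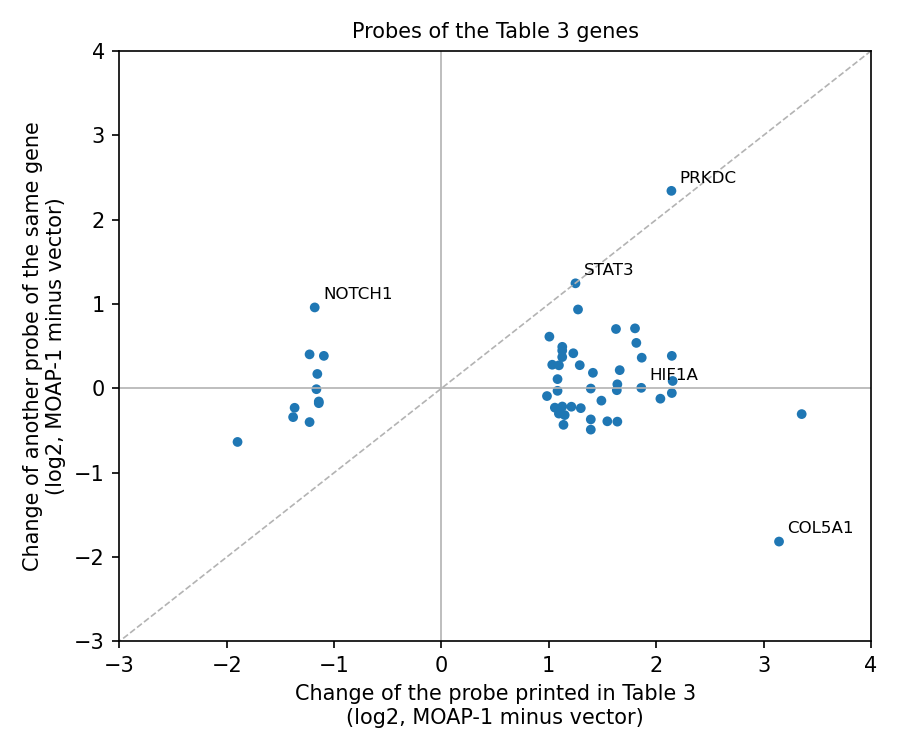
Log2 change between MOAP-1 and vector tumors (mean of 3 tumors each) of the kept probe printed in Table 3 (horizontal axis) and of another kept probe of the same gene (vertical axis). Each of the 53 points is a pair of probes, the dashed line marks equal changes, and 29 points have both changes in one direction.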

Cell death (805 molecules), cell growth and proliferation (625 molecules), and gene expression (545 molecules) were among the top biological functions associated with the dysregulated molecules (Fig. 10*B*).

**FIGURE 10.**
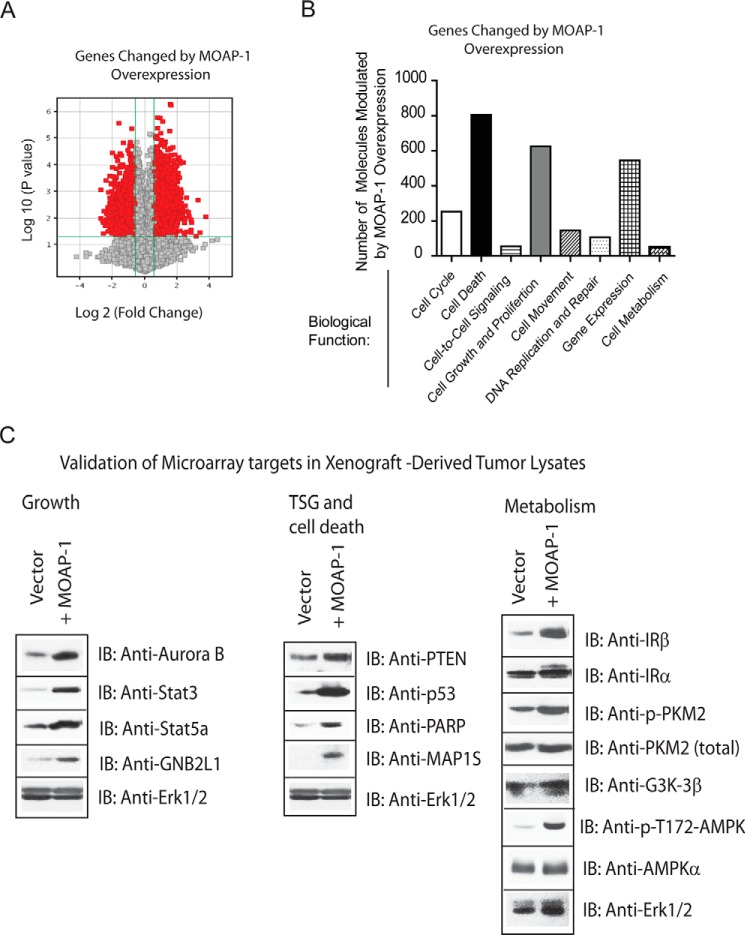
**Genes differentially modulated by the transient overexpression of Myc-MOAP-1.** *A, volcano* plot of the distribution of genes differentially regulated by Myc-MOAP-1 overexpression. *B, histogram* plot of the total number of gene expression changes associated with the indicated biological function in MOAP-1-overexpressing HCT116 tumor cells. *C,* validation of a few selected genes from Table 3. *IB*, immunoblot.

**TABLE 2:**
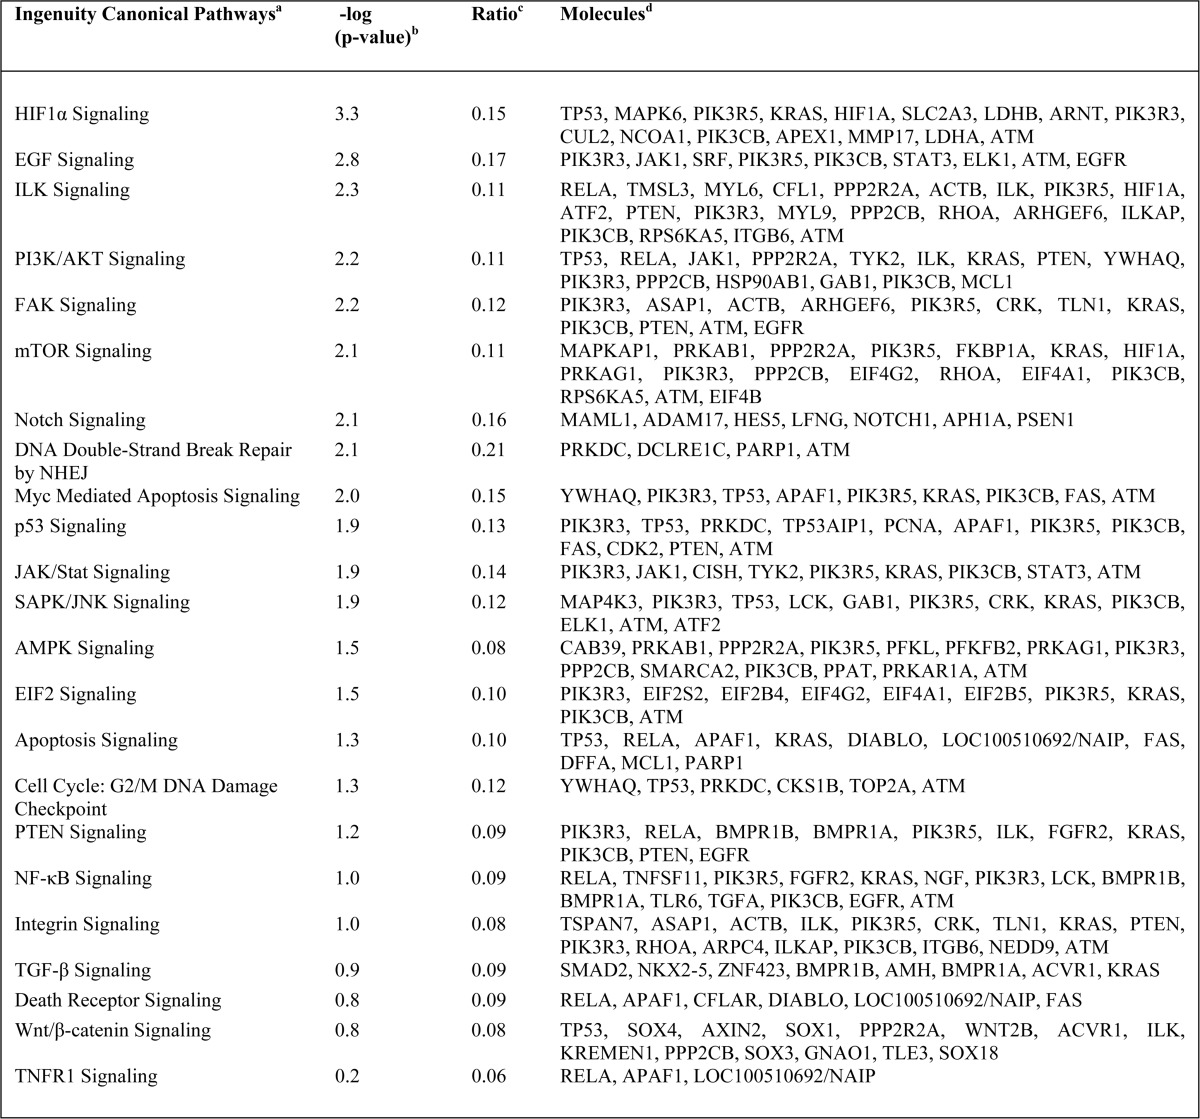
**Potential canonical pathways dysregulated by overexpressed Myc-MOAP-1 (relative to vector)**

*^a^* Ingenuity canonical signaling pathways that were most significant to the WT MOAP-1 *versus* vector control HCT 116 xenografts dataset were assigned from the Ingenuity Pathway Analysis library of canonical pathways.

*^b^* −log(p-value) ≥1.3 is equivalent to p-value ≤0.05.

*^c^* Ratio gives the number of dataset molecules that meet cut criteria in a given pathway divided by the total number of known molecules in that pathway.

*^d^* Molecules from the dataset that meet cut criteria and are involved in the corresponding signaling pathway.

**TABLE 3:**
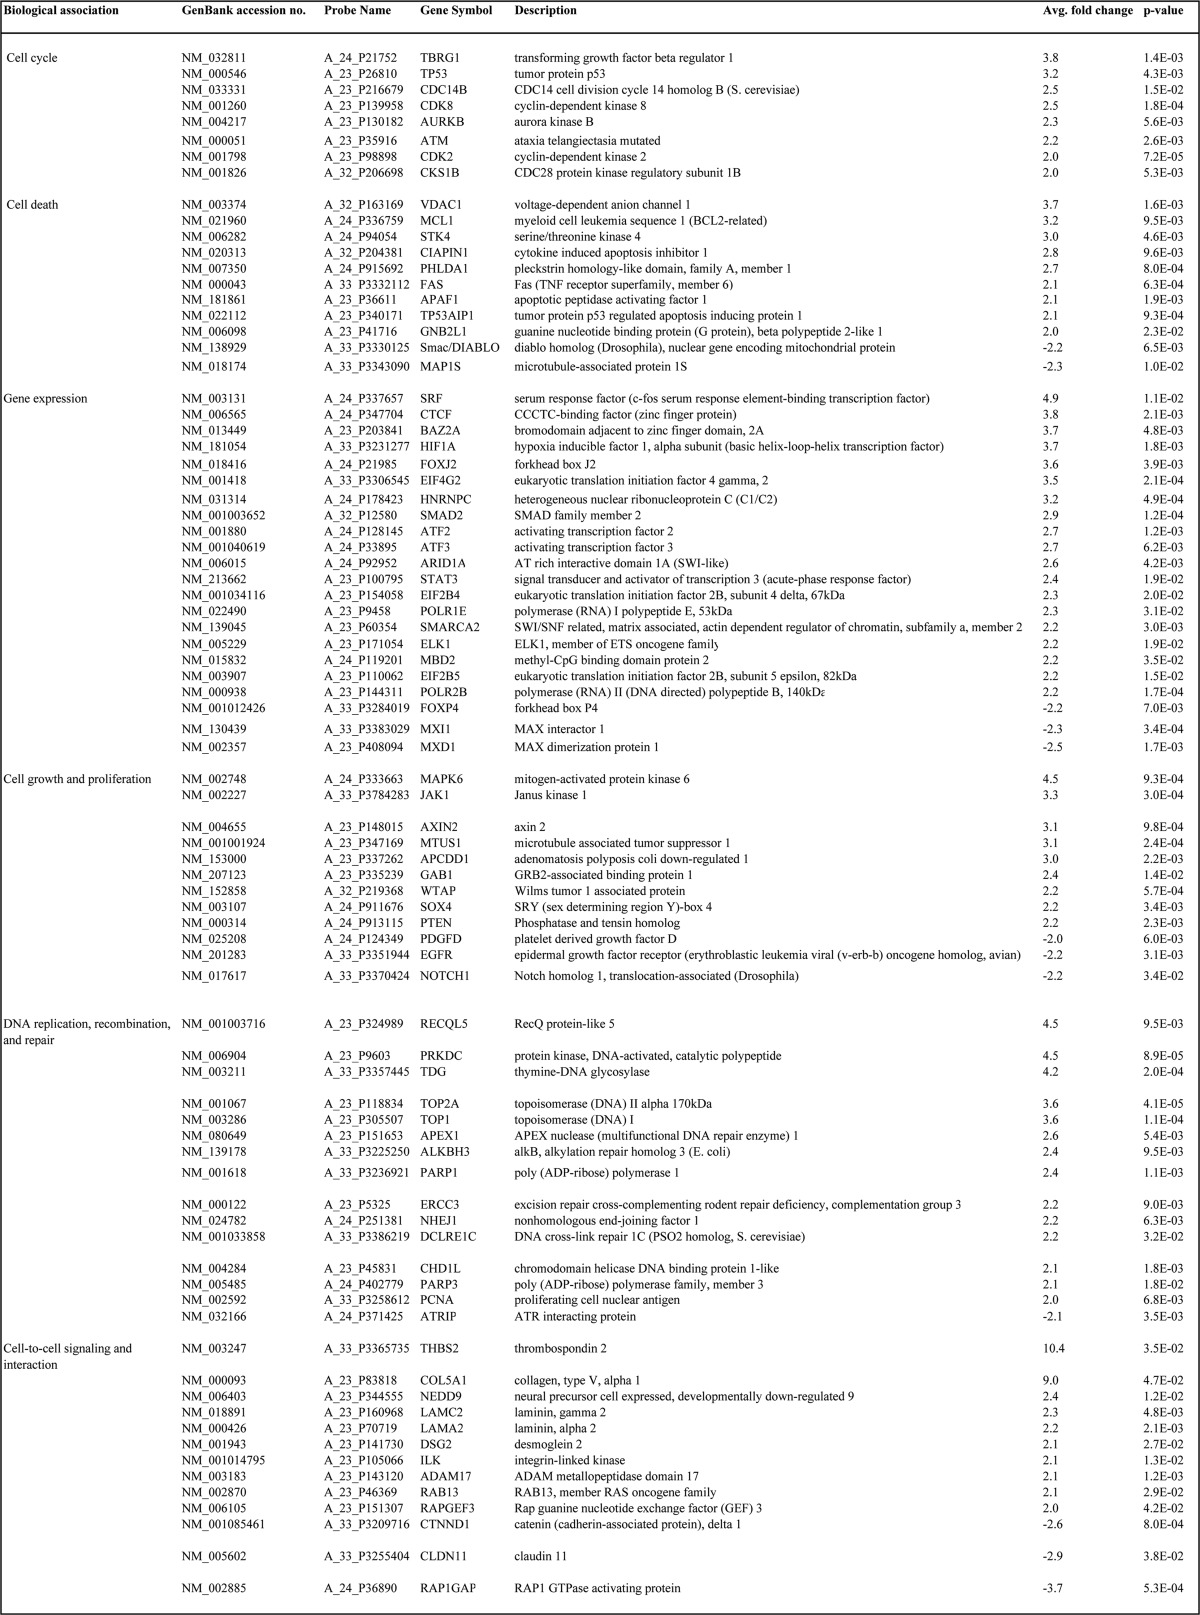
**Selected genes differentially expressed by overexpressed Myc-MOAP-1 (relative to vector control)**

Of particular interest, *TP53,* encoding the tumor suppressor protein p53, was found to be up-regulated by over 3-fold in the presence of wild type MOAP-1 relative to vector (Table 3 and validated in Fig. 10*C*). Several molecules involved in p53-dependent signaling pathways were also present at elevated levels (Table 3). These include cyclin-dependent kinase 8 (CDK8) (31), cell division cycle 14 homolog B (CDC14B) (32), and transforming growth factor β regulator 1 (TBRG1/NIAM) (33). In addition, p53 transcriptional targets such as proliferating cell nuclear antigen (34), Fas (35), and epidermal growth factor receptor (36) were also found to be differentially expressed (Table 3). Together, these gene expression changes may be involved in the maintenance of genomic integrity and protection against uncontrolled cell proliferation. In addition, other molecules from p53-dependent signaling pathways (not directly related to proliferation and cell death) were also found to be elevated with wild type MOAP-1 overexpression. These include hypoxia-inducible factor 1α subunit (HIF1α) and the G_2_/M DNA damage checkpoint kinase ataxia telangiectasia mutated (ATM, see Table 3). 

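The probe of TBRG1 (A_24_P21752) rose by 1.92 on the log2 scale (standard error 0.18), or 3.78-fold, and its adjusted p of 0.000153 was, with that of PHLDA1, the smallest among the kept probes of Table 3. No other kept probe reads this gene, and the call was lost under normexp (0.38, or 0.91 relative to the median of all probes). CDK8 rose by 1.29 (standard error 0.19, adjusted p = 0.000434) and CDC14B by 1.30 (standard error 0.29, adjusted p = 0.00568) at the printed probes. The printed CDK8 probe lost its call under normexp (0.46, or 0.99 relative to the median of all probes). A further CDK8 probe rose by 0.27 (adjusted p = 0.0844), but fell by 0.95 under normexp and by 0.01 with its outlying spots left out. A further CDC14B probe changed by -0.23 (adjusted p = 0.369). The printed CDC14B probe changed by -0.73 under normexp, or -0.20 relative to the median of all probes, and by 0.35 without the outlying spots.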

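PCNA rose at both of its probes, by 1.01 (standard error 0.15, adjusted p = 0.00049) at the one in Table 3 and by 0.61 (adjusted p = 0.00215) at the other. For FAS, 1 of 3 probes rose (1.08, standard error 0.25, adjusted p = 0.00584), and the other changes were 0.11 and -0.03 (adjusted p = 0.658 and 0.895). The FAS probe of Table 3 lost its call under normexp without the outlying spots (0.38, adjusted p = 0.0668) and changed by -0.56 with them. EGFR fell by 1.14 (standard error 0.22, adjusted p = 0.00239) at the Table 3 probe, and its 2 other probes changed by -0.18 and -0.16 (adjusted p = 0.367 and 0.455).

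In a list of 28 genes that mark proliferating cells, fixed beforehand, 19 rose, with a median log2 change of 0.28 (limma's camera with a preset correlation of 0.01, adjusted p = 0.000474 over 8 lists). This call held under fry (adjusted p = 0.000145), and 14 members had an adjusted p below 0.05 at any fold, over all probes as well as adjusted over the list alone, each of them higher. The list includes TOP2A, AURKB, and PCNA, which are in Table 3. It also passed in K264R against vector (camera adjusted p = 6.6e-08, fry 6.6e-06). Camera and fry differed on it in K278R (adjusted p = 0.171 and 0.0212) and in RASSF1A (0.00636 and 0.0859) against vector. They also differed in MOAP-1 against RASSF1A (0.148 and 0.00696). The rise was thus not confined to the MOAP-1 tumors. Of 10 splits of the 6 tumors into 3 and 3, the real one included, 2 gave a camera p as small. The paper proposes a part for the gene expression changes in genomic integrity and in limiting proliferation.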

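The HIF1A probe of Table 3 (A_33_P3231277) rose by 1.86 on the log2 scale (standard error 0.40, adjusted p = 0.00436), or 3.63-fold. The other HIF1A probe (A_24_P56388) changed by 0.01 (standard error 0.15, adjusted p = 0.979). Under the normexp background model the Table 3 probe changed by -0.27, which is 0.26 above the median of all probes, and by 0.85 without the outlying spots. The ATM probe of Table 3 (A_23_P35916) rose by 1.15 (standard error 0.18, adjusted p = 0.000746), whereas the other ATM probe changed by -0.32 (standard error 0.10, adjusted p = 0.0246). The rise of the printed ATM probe was not retained under normexp (-1.20), nor with the outlying spots left out (0.06, adjusted p = 0.774).

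A list of 25 hypoxia-responsive genes, of which MXI1 is in Table 3, had a median change of 0.12, with 16 genes higher (camera, adjusted p = 0.132; fry, adjusted p = 0.262). An adjusted p below 0.05, at any fold, was reached by 4 members over all probes and by 3 adjusted over the list alone. For the hypoxia list the call depended on the setting, with an adjusted p of 0.00191 under quantile normalization and 3.4e-10 under normexp, and without MOAP-1 tumor 3 it was 0.00589.

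**Figure D2:**
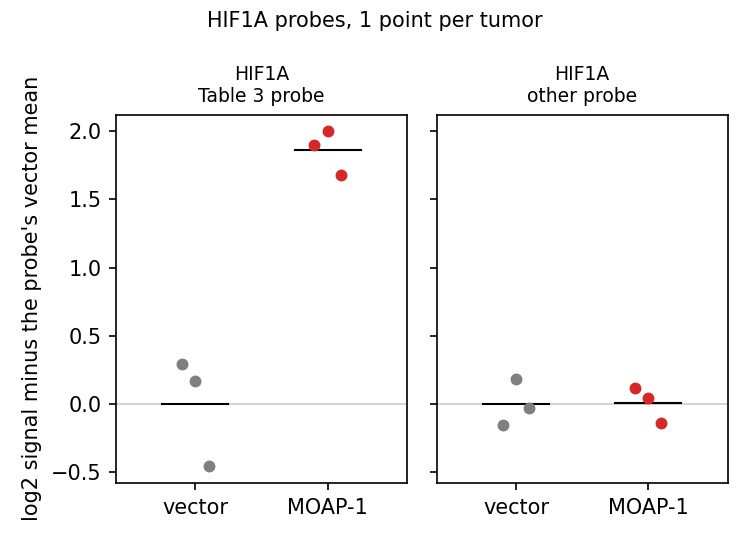
Log2 signal of the Table 3 probe and of the other probe of HIF1A in each vector and MOAP-1 tumor, relative to the mean of the 3 vector tumors for that probe. Points are tumors and bars are means; the MOAP-1 tumors lie 1.68 to 2.00 above the vector mean at the Table 3 probe and -0.14 to 0.11 at the other.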

Whether or not MOAP-1 may be involved in the cellular responses to hypoxia or DNA damage warrants further investigation.

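STK4, which encodes MST1, rose by 1.55 on the log2 scale (standard error 0.21, adjusted p = 0.000299), or 2.92-fold, at the probe in Table 3. This probe lost its call under normexp (0.12, or 0.65 relative to the median of all probes). A further STK4 probe changed by -0.39 (standard error 0.09, adjusted p = 0.00564), and by -0.19 (adjusted p = 0.162) under quantile normalization. It also lost its call under normexp (-0.13, or 0.40 relative to that median). The further probe was brighter, at the 95.8th percentile of the kept probes against the 39.4th, so the direction of STK4 stays open. AURKB, which has no other kept probe, rose by 1.16 (standard error 0.24, adjusted p = 0.00377). Under the normexp model its change was -0.15, or 0.38 relative to the median of all probes, and 0.64 with the outlying spots left out.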

The overexpression of MOAP-1 also resulted in the up-regulation of several pro-apoptotic kinases connected to RASSF1A, including mammalian ste20-like kinase 1 (MST1) (mammalian *Hippo*) and aurora kinase B (Table 3 and validated in Fig. 10*C*). The activity of MST1 is initiated by association with RASSF1A (37), and aurora kinase B can directly phosphorylate RASSF1A to promote its degradation during mitosis via the anaphase-promoting complex/cyclosome (APC/C) (38, 39). Currently, the influence of MOAP-1 in the Hippo pathway regulation or APC/C function remains unknown, but our GWAS study would suggest this and thus warrants further investigation.

Finally, modulators of gene expression were also differentially regulated in the presence of overexpressed MOAP-1. These include serum-response factor, E-26-like protein 1 (ELK1) transcription factor, and signal transducer and activator of transcription 3 (STAT3, validated in Fig. 10*C*). 

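Serum-response factor (SRF, A_24_P337657) rose by 2.29 on the log2 scale (standard error 0.44, adjusted p = 0.00205), or 4.88-fold, at its only kept probe. SRF lost its call under normexp (0.23, or 0.76 relative to the median of all probes). STAT3 rose at both of its probes, by 1.25 at each (adjusted p = 0.0113 at the Table 3 probe and 0.00512 at the other). Without vector tumor 2, the Table 3 probe of STAT3 rose by 0.96 (adjusted p = 0.058), and without the outlying spots of normexp the other probe rose by 0.36 (adjusted p = 0.12). Under normexp with those spots the Table 3 probe lost its call (0.24) and the other changed by -0.72. Relative to the median of all probes these are 0.77 and -0.19. The ELK1 probe of Table 3 rose by 1.13 (standard error 0.22, adjusted p = 0.00234), and 2 further ELK1 probes changed by 0.49 (adjusted p = 0.0273) and -0.22 (adjusted p = 0.386). The printed ELK1 probe changed by -1.20 under normexp and by 0.00 (adjusted p = 0.992) without the outlying spots.

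Among the signaling genes of Table 3, JAK1 rose by 1.71 (standard error 0.32, adjusted p = 0.00179), and its change was -0.40 under normexp, or 0.13 relative to the median of all probes, and 0.70 without the outlying spots. GNB2L1 rose by 0.99 (standard error 0.24, adjusted p = 0.00867), and by 1.22 under normexp, where it lost its call. The only probe of STAT5A was not well above background in any MOAP-1 or vector tumor, so no fold is given for it.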

We were also able to validate the increase in both STAT3 and STAT5a, GNB2L1/RACK1, PTEN, and PARP (all validated in Fig. 10*C*) in xenograft-derived tumor lysates overexpressing MOAP-1, although the receptor for the STATs, Janus kinase 1 (JAK1), did not appear to be up-regulated (confirmed in Fig. 10*C*). Interestingly, the overexpression of MOAP-1 also resulted in modulation of key elements linked to metabolism and the Warburg effect (40–42). These include insulin receptor β, AMPK, and pyruvate kinase M2 (PKM2) (validated in Fig. 10*C*). MOAP-1 may thus have a role in modulating the appearance of biomarkers of the Warburg effect and in modulating metabolic pathways. Overall, our GWAS results suggest that MOAP-1 functions as more than just a pro-apoptotic protein and may be involved in numerous other aspects of homeostatic regulation in colon epithelial cells (Fig. 11).

**FIGURE 11.**
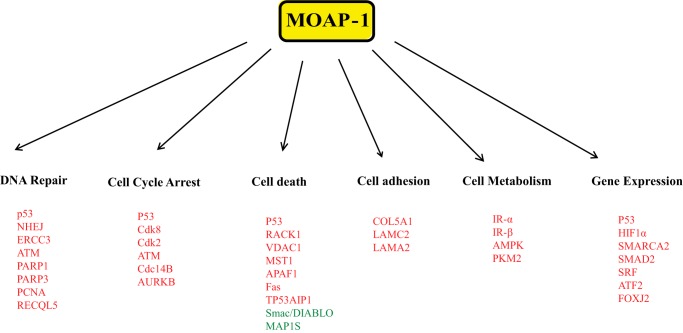
**Summary of genes modulated by the loss of MOAP-1.** *Green* names indicate down-regulation of expression; *red* names indicate up-regulation of expression.

## Discussion

Our current data support the role of MOAP-1 as a tumor suppressor involved in cell death, tubulin stability, and in several unexplored biological functions important for its ability to mediate growth suppression. MOAP-1 expression levels appear to be regulated by mRNA control, ubiquitination (Fig. 4) (3), and possibly by post-translational phosphorylation (Fig. 2*B*, *lanes 6–8*, slower migrating band). Analysis using Scan Site reveals the presence of several internal sequences that may be phosphorylated by aurora kinase A, glycogen synthase kinase 3β, Akt, polo-like kinase, protein kinase C isoforms μ, ϵ, and ζ, or the DNA damage kinase ATM, a kinase that can also phosphorylate the ATM site on RASSF1A (43). Evaluation of the role of these kinases is underway.

Immunostaining for MOAP-1 in several cancer cell lines illustrated that, under normal physiological conditions, the intracellular abundance of MOAP-1 is maintained at low levels as a result of its constitutive degradation by the ubiquitin-proteasome system (6) with APC/C^cdh1^ (7) similar to APC/C^cdc20^-directed ubiquitination of RASSF1A during mitosis (38, 44). It is possible that MOAP-1 ubiquitination is controlled in a cell cycle-specific manner by the APC/C^cdh1^ (7) pathway. This complex regulation may reflect the need to tightly control a pro-apoptotic molecule bridging both the extrinsic and intrinsic death receptor pathways.

Adding further evidence for its tumor suppressor function, our xenograft assays suggest that MOAP-1 can be additive to the tumor suppressor property of the RASSF1A (Fig. 7*B*) and that the pro-apoptotic function of MOAP-1 may govern the tumor suppressor function (Fig. 7, *C* and *D*). In addition, the important role of RASSF1A in modulating tubulin stability may be shared with its association with MOAP-1 to further strengthen the role of the RASSF1A/MOAP-1 tumor suppressor pathway. Utilizing splenocytes from a *Moap-1*^−/−^ mouse (courtesy of Victor Yu, National University, Singapore), we can observe a >2-fold increased cellularity in the *Moap-1*^−/−^ *versus* wild type mice to suggest importance in growth control.^5^ Furthermore, we have reconstituted *Moap-1* into *Moap-1*^−/−^ splenocytes and can observe reconstitution of cell death sensitivity upon intrinsic and extrinsic stimulation of *Moap-1*^−/−^ splenocytes.^5^ This strongly suggests a role for MOAP-1 in several modes of cell death and the mechanism of how it may control growth and behave as a tumor suppressor.

Our GWAS analysis clearly revealed elements that have been demonstrated to also influence or be influenced by RASSF1A, such as DNA damage control (ATM), Hippo pathway signaling (MST1) (12), cell cycle control (p53 and Aurora Kinases) (45), cell death (Fas and MAP1S) (37, 46), and cell signaling (Rap1) (47) to mention a few. 

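Among the genes of cell signaling, RAP1GAP, which encodes a GTPase-activating protein of Rap1, fell at both of its probes, by 1.90 on the log2 scale (standard error 0.36, adjusted p = 0.00186) at the one in Table 3 and by 0.64 (adjusted p = 0.000509) at the other. Both probes kept their direction under normexp (-1.79 and -0.91, or -1.26 and -0.38 relative to the median of all probes) but lost their calls. MAP1S (A_33_P3343090) fell by 1.20 (standard error 0.17, adjusted p = 0.000369) at its only kept probe.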

The role for MOAP-1 in influencing the aforementioned elements is currently underway and will be informative. Our GWAS study also revealed the possible role for MOAP-1 in influencing pathways modulated by the Warburg effect. These include pyruvate kinase M2 (PKM2) (48) and AMPK (49) as described in Tables 2 and 3. 

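The only kept probe of PKM, whose transcript forms the files do not tell apart, rose by 0.73 on the log2 scale (standard error 0.26, adjusted p = 0.0499). Leaving out any of 5 of the 6 tumors raised the adjusted p to between 0.0506 (without MOAP-1 tumor 3) and 0.197 (without vector tumor 2). AMPK is read by probes of its 2 catalytic subunits. The brighter PRKAA1 probe rose by 0.49 (standard error 0.12, adjusted p = 0.0088), or 1.40-fold, and the other PRKAA1 probe changed by -0.30 (adjusted p = 0.158). The rise of the brighter probe was 0.33 (adjusted p = 0.0698) under quantile normalization, 0.00 under normexp without the outlying spots, and -0.998 with them. PRKAA2 changed by -0.04 (standard error 0.22, adjusted p = 0.891), with no direction kept when single tumors were left out. The insulin receptor gene (INSR, A_33_P3335725) changed by -0.13 (standard error 0.09, adjusted p = 0.301). GSK3B, whose protein is shown in Fig. 10C, rose by 0.38 (standard error 0.11, adjusted p = 0.0218), and by 0.28 (adjusted p = 0.0591) under normexp without the outlying spots and -0.12 with them, which is 0.41 above the median of all probes.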

Modulation of PKM2 and AMPK will influence how tumors survive in an environment of limited nutrient supply. We are currently exploring changes in metabolic parameters in the presence of overexpressed and unexpressed MOAP-1 expression.

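The catalytic subunit of DNA-PK (PRKDC) rose at both of its probes, by 2.14 on the log2 scale (standard error 0.30, adjusted p = 0.000338), or 4.41-fold, at the probe in Table 3 and by 2.34 (adjusted p = 0.000288) at the other. PARP1 rose by 1.23 (standard error 0.16, adjusted p = 0.000257) at the Table 3 probe and by 0.42 (adjusted p = 0.106) at the other. The only kept PARP3 probe rose by 1.05 (standard error 0.32, adjusted p = 0.0258). Its adjusted p was 0.0625 under quantile normalization and 0.107 without vector tumor 2, and its change under normexp was -0.80, or 0.30 without the outlying spots. The ATRIP probe of Table 3 was 2.14-fold lower in the MOAP-1 tumors (standard error 0.36 on the log2 scale, adjusted p = 0.0367), and the other ATRIP probe changed by 0.39 (adjusted p = 0.379). The fall of ATRIP lost its call when any of 5 of the 6 tumors was left out, with the largest adjusted p, 0.103, without MOAP-1 tumor 1.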

A potentially interesting connection for MOAP-1-dependent tumor suppression is the link to DNA damage control by expression changes in PARP1 and PARP3 (key players involved in the detection and repair of DNA double strand breaks), ATM (a DNA damage checkpoint kinase), ATR-interacting protein, and the catalytic subunit of DNA-activated protein kinase (DNA-PK, a DNA damage sensor) (Tables 2 and 3). ATM can promote growth arrest and DNA repair through several different pathways involving hypoxia inducible factor 1α (HIF1α) (50), an element 3.7-fold increased in MOAP-1-overexpressing tumors (data not shown). Because defects in DNA repair pathways can lead to genomic instability and thereby promote carcinogenesis, it is imperative that we understand how MOAP-1 may influence DNA damage control. It is already known that RASSF1A can be modulated by ATM levels (43, 51) and associates with the nucleotide excision repair enzyme, XPA (52, 53). It will be interesting to explore how intimately connected MOAP-1 is to RASSF1A-modulated DNA damage control (or other biological processes) to better understand MOAP-1/RASSF1A-dependent and -independent functions.

Preliminary evidence does suggest that there is a strong positive correlation between RASSF1A and MOAP-1 expression in cancer cells. Both have now been demonstrated to be involved in TNF-R1-dependent cell death (8), tubulin stability (this study and Ref. 11), and tumor suppressor function (this study and Ref. 2). Furthermore, we can observe associations of both RASSF1A and MOAP-1 with the Toll receptor family of pattern both recognition receptors to affect NFκB activity (54).^5^ Thus, the RASSF1A/MOAP-1 molecular pathway may cooperate together to as a tumor suppressor pathway.

The results of our microarray (summarized in Fig. 11) reveals that MOAP-1 may be a tumor suppressor protein with multiple functions in physiology, influencing several molecular pathways connected to numerous aspects of biology. The MOAP-1 interactome needs to be better defined; how RASSF1A influences this interactome needs to be explored, and whether the loss or reduced expression of both RASSF1A and MOAP-1 is found in other diseases. Some of these questions are being currently explored as well as the links outlined in Fig. 11.

## Author Contributions

J. Law contributed to >60% of the data for the manuscript (including the writing and editing). M. S. contributed to Figs. 1*D* and 2*C*. A. Z. contributed to Figs. 1*E* and 2*D*. Y. W. contributed to early versions of Fig. 2*D* and to maintaining most of the cells in this work. L. L. contributed to the majority of Fig. 10. N. V. contributed to the editing of the manuscript and parts of Figs. 7 and 8. O. S. contributed to Fig. 6. K. F. contributed to parts of Fig. 5. J. Lim contributed to parts of Fig. 6. M. S. contributed to parts of Fig. 10. J. R. B. D. contributed reagents and time to parts of Fig. 10. C. T. T. provided MOAP-1 reagents for the study and contributed to the editing of the manuscript. Y.-C. S. contributed to the editing of the manuscript. V. C. Y. contributed to the editing of the manuscript and reagents for MOAP-1. J. M. contributed to Fig. 2, *A* and *B* (mainly the access to the breast cancer database used in Fig. 2). S. B. is the corresponding author overseeing this project and manuscript production.

How the deposited data were processed for this re-analysis (not part of the article)

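The data are 15 single-color Agilent 4x44K human gene expression arrays of HCT116 xenograft tumors grown in nude mice and excised at day 35, with 3 tumors for each of 5 constructs (MOAP-1, vector, K264R, K278R, and RASSF1A) and 1 tumor per array. Conditions and tumor numbers were taken from the sample labels. K264R and K278R are described in the labels as changes of MOAP-1. The paper's text on the arrays concerns the MOAP-1 and vector tumors.

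For each array the authors deposited the output of Agilent Feature Extraction, in which the processed signal is an intensity after background correction by that software, without normalization between arrays. The same output gives, as intensities before background correction, the median signal of each spot and of its local background. The authors also deposited a table of log2 values made in GeneSpring GX from these arrays, with each array shifted to its 75th percentile and each probe centered near its median over the 15 arrays. Comparison with the intensities showed that 8 columns of this table follow the array of the same label and 7 follow another array of the same construct, so the intensities were used throughout and the table served only as an alternative, in which the construct of each column is the same under either assignment.

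The processed signals of 43118 spots other than controls were log2-transformed after spots marked as non-uniform or population outliers by the scanner software had been removed. The 75th percentile of each array was set to 0, and the spots of 1 probe were averaged, which gave 34127 probes. A probe was kept where it was well above background, by the scanner software, in all 3 tumors of at least 1 construct. This left 30585 probes, of which 28258 were well above background on all arrays and 112 lacked a value on some array. Gene names come from the RefSeq gene table of the assembly GRCh38.p14 through the accession of each probe (25422 probes, 74.5%), from Table 3 where RefSeq gave none (2 probes), and otherwise from the accession in the file. The kept probes stand for 25061 genes. The 75th percentile of the signal ranged from 495.8 to 1400, with the lowest and the highest value on a K278R and a K264R array. No spot was saturated. Array data carry no counting depth, so the number of tumors limits the precision.

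Slides and scan days were read from the scanner output. MOAP-1 tumors 1 and 3 were on one slide, MOAP-1 tumor 2 and the 3 K278R tumors on another, the 3 K264R tumors on another, the 3 vector tumors and RASSF1A tumor 3 on another, and RASSF1A tumors 1 and 2 on the last. RASSF1A tumors 1 and 2 were scanned on a later day than the rest.

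All 15 arrays were fitted with limma 3.58.1 in R 4.3.3, with the construct as the only term, lmFit and eBayes, and 10 residual degrees of freedom. The contrasts were MOAP-1, K264R, K278R, and RASSF1A each against vector, and MOAP-1 against K264R, K278R, and RASSF1A. A gene was called when any of its probes had a Benjamini-Hochberg adjusted p below 0.05 and a change of at least 1.5-fold. The selection named in the deposited description of the series, read as 1.5-fold and an unadjusted p of 0.05, was applied to the same fit. The p threshold is not clearly written in that description. The adjusted p values printed with a change come from limma. Where the probes of one group were all at background, a lower bound on the fold is given in place of the fold. No bound is given where both groups were at background, nor for GAB1 and APCDD1, where the vector tumors were. Correlations of changes between constructs were computed across probes, which are not independent replicates, and set beside 100 simulated draws in which the groups do not differ but share the vector arrays.

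8 gene lists (proliferation, hypoxia, interferon response, stromal fibroblasts, endothelium, leukocytes, erythroid cells, and 1 more) and all the comparisons, alternatives, and the rule for naming genes were fixed before the data were examined. Lists were tested with limma's camera (preset correlation 0.01) on the brightest probe of each gene, and with fry, and the p values of the 8 lists of a comparison were adjusted together. Genes were named by rule: MOAP1 and RASSF1; every probe of Table 3; the genes named in the transcriptome text, in Fig. 10C, or in Fig. 11 without a probe in Table 3, at their brightest probe; and the 5 largest rises and falls between MOAP-1 and vector, and 3 and 3 for the other constructs against vector, among genes past both thresholds with no overlap between the groups. The last list and some genes that the rule covers are not reported here. Any other gene named is marked as chosen after its values were seen.

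The alternatives were quantile normalization, the normexp background model with an offset of 50, no filter on dim probes, a filter on all 15 arrays, the authors' log2 table, limma's array weights, the scan day, the slide, or the replicate number as a block, a fit of only the arrays compared, 1 probe per gene, the mean of all probes of a gene, fry, no minimum fold, a 2-fold minimum, the methods' t-test with and without adjustment, and leaving out each tumor in turn. The normexp model was run on the median signals because the files hold no mean signal. Added after seeing the data were normexp without spots whose local background lies more than 50 above their own signal, the 2-fold minimum for the adjusted counts, and the methods' t-test at 2-fold.

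The pipeline was tested on simulated data drawn from the mean and the spread of each probe. With 200 of 30473 probes changed, 172 (86%) were called, 95% of those changed by 2 and 77% of those changed by 1 on the log2 scale, along with 9 unchanged probes, and none was called when nothing had been changed. In the same simulation, the correlation across genes between probe pairs was 0.859 when the change was made per gene and 0.03 when it was made per probe. The tests also used statmod 1.5.0 and data.table 1.17.8, and the plots matplotlib 3.10.9. The biological functions and pathways of Fig. 10B and Table 2 were not recomputed, because they rest on a commercial knowledge base that is not in the files, and the immunoblots of Fig. 10C have no deposited values.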

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

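Of the tests reported in this part, those of the spiked control probes, the slides, the host stroma, and the other splits of the tumors were chosen only after the results had been seen, as was the use of quantile normalization, a planned setting, to test an explanation, and the slope of the control probes was a planned test. Leaving out single arrays in these tests was also chosen after the results had been seen.

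The K264R and K278R tumors, on which the paper does not report, differed from the vector tumors in 5612 genes (2686 higher, 3000 lower) and 3207 genes (2274 higher, 957 lower), at an adjusted p below 0.05 and at least 1.5-fold in limma. These were singled out because a signal appears in samples that the paper did not analyze. MOAP-1 and RASSF1A tumors, compared directly, differed in 6086 genes (3774 higher, 2401 lower in MOAP-1), which was singled out as a difference between groups. Against vector, RASSF1A gave 0 genes in limma, 1105 at an unadjusted p below 0.05, and 186 by the methods' t-test. MOAP-1 against K264R gave 1 gene (650 unadjusted, 310 by the methods' t-test), and MOAP-1 against K278R gave 0 genes (396 unadjusted, 143 by the methods' t-test). Of the 4805 genes called for MOAP-1 against vector, 3872 were also called for K264R, 2638 for K278R, and 3925 for MOAP-1 against RASSF1A, and 2243 were shared by the 3 MOAP-1 constructs against vector. These comparisons share the vector or the MOAP-1 tumors, which alone makes calls overlap, so the overlaps are not evidence of a common change. The first principal component of all 15 arrays, which holds 49.5% of the variance, separates the 9 tumors with a MOAP-1 construct from the 6 with vector or RASSF1A. Of the 10 ways to divide the 5 constructs into 3 and 2, this one gave the largest spread of changes over the probes (SD 0.51, against 0.42 for the next).

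A signal-dependent difference between the arrays is argued against as the whole cause, because quantile normalization, which removes it, still called 4487 genes for MOAP-1 against vector, 3746 of them the same genes. The slope of the control probe signals against their spiked amounts differed by 0.0017 between the 9 and the 6 arrays (exact permutation test over 5005 splits, two-sided p = 0.997), but this rests on K278R 2, whose slope of 1.151 was the highest. Without that array the difference was -0.0134 (exact permutation test, p = 0.013), with overlap. The slope therefore does not decide between the explanations, and a change of overall labeling would leave it as it is.

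A separate round of labeling or hybridization stays open. The spiked control probes, whose RNA does not come from the tumors, were brighter on the 9 arrays, with a mean log2 signal of 9.11 against 8.34, a difference of 0.77 (exact permutation test, two-sided p = 0.0002, the smallest these splits can give), and every one of the 9 arrays lay above every one of the 6. Leaving out each array in turn gave differences of 0.67 to 0.83, with the arrays apart each time. The 75th percentile of the tumor signals differed in the same direction, by 0.48 (p = 0.0306 in the same exact permutation test, and 0.0013 to 0.063 with single arrays left out). Relative to that percentile the spiked signal differed by 0.29 with overlap (exact permutation test, p = 0.44), and by 0.064 (exact permutation test, p = 0.49) without K278R 2, so the control signals could reflect either brighter arrays as a whole or a separate round. The number of slides that hold arrays of both sets is 0, and the slide and this division cannot be told apart because no slide holds both. The exact permutation tests of the control probes and of the 75th percentile treat the arrays as exchangeable and ignore the slides. Their p values therefore do not show a difference beyond that between slides. RASSF1A tumors 1 and 2 were scanned on another day. With the scan day as a block, RASSF1A rests on tumor 3 alone, so that setting cannot decide and no count is given for it.

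RNA of mouse host cells may also contribute. The list of stromal fibroblast genes had a median change of 0.031 in K264R against vector, 0.88 in K278R, and 0.83 in MOAP-1, and its members went in both directions, so the medians do not decide. The biological explanation that the design names, the presence of a MOAP-1 construct in the 9 tumors and its absence in the 6, stays open and untested, because it divides the tumors in the same way as the technical ones.

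In 6 arrays divided 3 against 3, the real division gave more genes than each of the 9 others for K264R against vector (1 of 10 splits as large; highest other 0 genes), for K278R against vector (1 of 10; highest other 2), and for MOAP-1 against RASSF1A (1 of 10; highest other 0). With 10 splits the share is never below 10%, so this count alone cannot exclude chance.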

How the results depend on the processing

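Normexp without outlying spots, the 2-fold minimum for adjusted counts, the methods' t-test at 2-fold, the subtraction of the median of all probes under normexp, and the other probes of NOTCH1, COL5A1, and THBS2 were chosen only after the results had been seen, and every other setting in this part was planned.

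For MOAP-1 against vector, 11 of 16 settings other than single-tumor omissions gave a count within 1.5 times the 4805 genes. Leaving out each tumor in turn gave 3584 (without vector tumor 2) to 5366 genes, of which at least 3413 were among the 4805. With the replicate number as a block the count was 4965, and whether the numbers pair the tumors stays open. After the means were removed, tumors with the same number across the constructs correlated at -0.25 to 0.37, with 15 of 30 above 0.1. The correlations of tumors numbered 2 were all positive (0.058 to 0.25). Those of tumors numbered 1 and of tumors numbered 3 went in both directions. Array weights gave 5248, the authors' table 4852, and 1 probe per gene 3872. Quantile normalization gave 4487 genes, with 48.4% of the calls higher against 59.6%. Leaving out each tumor gave 4610 to 6089 genes at the unadjusted threshold of the study, and 5437 with the replicate block.

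The normexp background model moved most results. It called 506 genes for MOAP-1 against vector (244 higher, 262 lower; 493 among the 4805), 2854 at the unadjusted threshold (723 higher, 2138 lower), 885 for K264R against vector (250 higher, 636 lower), 1 for K278R against vector, 0 for MOAP-1 against K264R, and 2165 for MOAP-1 against RASSF1A. Part of the shift comes from 16 spots on K264R 2, vector 2, and vector 3 whose local background was far above their own signal. The mean background the model fitted was -811, -402, and -164 on these arrays and between -11.6 and -0.87 on the other 12. The median change of all probes became -0.53 for MOAP-1, -0.31 for K264R, -0.46 for K278R, and -0.52 for RASSF1A against vector. With these spots left out of the fit, the counts were 2515 (1131 higher, 1396 lower; median change -0.13; 2463 among the 4805), 2718 at the unadjusted threshold (1218 higher, 1513 lower), 7447 for K264R (1215 higher, 6261 lower; median change -0.26; 4040 among the 5612), 1286 for K278R (634 higher, 656 lower), 0 for MOAP-1 against K264R, and 3612 for MOAP-1 against RASSF1A, so most of these did not return to within 1.5 times the counts without normexp. The cause of the remaining shift was not tested. The offset of 50 in this model draws changes of dim probes toward 0 by construction.

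Without a minimum fold, which admits more genes by construction, the counts were 8579 for MOAP-1, 9739 for K264R, and 5941 for K278R against vector, 10334 for MOAP-1 against RASSF1A, and 11696 at the unadjusted threshold. At 2-fold they were 1706, 2059, 922, 2647, and 1804. The methods' t-test after Benjamini-Hochberg called 2514 genes for MOAP-1 against vector, 0 for K278R against vector, 0 for MOAP-1 against K264R, and 3986 for MOAP-1 against RASSF1A. Beside the 5344 genes of the unadjusted threshold, this t-test called 4648 without adjustment, 2514 after it, and 1588 without adjustment at 2-fold.

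K264R against vector ranged from 4624 to 6367 genes when single tumors were left out. K278R against vector ranged from 1638 (without vector tumor 2) to 3769, gave 1144 when only the 6 arrays were fitted, and divided into 1316 higher and 1267 lower genes of 2569 under quantile normalization. RASSF1A against vector gave 0 to 1372 genes (the latter without RASSF1A tumor 3), 36 with the scan day as a block, 35 with the slide as a fixed block, and 186 by the methods' t-test. MOAP-1 against K264R gave 0 to 36 genes with single tumors left out, 0 under quantile normalization, 2 with the scan day block, 1755 with array weights, 0 with only the 6 arrays, and 310 by the methods' t-test. MOAP-1 against K278R gave 0 to 200 genes (the latter without K278R tumor 3), 1 with the filter on all arrays, and 143 by the methods' t-test. With the slide as a fixed block this comparison rests on MOAP-1 tumor 2 alone, so its count is not given. MOAP-1 against RASSF1A gave 5393 to 6743 genes with single tumors left out and 3133 with the scan day block. Apart from the steps named above, the cause of these shifts was not tested. The slide could be fitted as a fixed block in 2 of the 7 comparisons, each of which then rests on 1 tumor of a group (MOAP-1 tumor 2 or RASSF1A tumor 3). In the other 5 it was a random block, with a correlation within slides of -0.08. The vector, K264R, and K278R tumors each lie on 1 slide, so the construct term takes up most differences between slides. The random block therefore cannot adjust for the slide, and this correlation does not show that slides are without effect.

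The MOAP1 transcript kept its direction in all settings, with 0.74 to 0.99 when single tumors were left out, and its change of 0.86 had an adjusted p of 0.051 by the methods' t-test after Benjamini-Hochberg. The RASSF1 transcript changed by 0.095 under normexp, a reversal, and by -0.20 to -0.055 with single tumors left out. The MOAP1 probe in RASSF1A against vector changed by 0.053 with the scan day block and by 0.053 with the slide as a fixed block, against -0.13. Both of these settings leave RASSF1A tumor 3 as the only tumor of its group. Of the 75 Table 3 probes, 69 to 72 passed with single tumors left out and 13 under normexp. The share of other probes with the printed direction was 41.1% under normexp and 51.8% to 58.9% with single tumors left out. The correlation of the MOAP-1 change with that of K278R was 0.97 and with that of RASSF1A 0.76 under normexp. With single tumors left out it was 0.82 to 0.91 for K264R, 0.83 to 0.92 for K278R, and -0.10 to 0.13 for RASSF1A. Settings that change only the spread cannot move a correlation or a share.

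Among the lists, proliferation passed in all settings, with adjusted p values from 3.5e-15 to 0.00112, and 4.6e-05 to 0.00314 with single tumors left out. For hypoxia the adjusted p was 3.4e-10 under normexp, 0.000307 without the outlying spots, 0.00191 under quantile normalization, and 0.00589 (without MOAP-1 tumor 3) to 0.49 with single tumors left out. For interferon it was 1.1e-06, 0.00745, and 0.0388 under these settings and 0.091 to 0.814 with single tumors left out. For stromal fibroblasts it was 0.0485 with the mean of all probes of a gene and 0.00961 (without MOAP-1 tumor 1) to 0.516 with single tumors left out. Under normexp, endothelial genes turned downward (0.949) and leukocyte genes upward (0.914) relative to the other genes in camera, while with single tumors left out they stayed at 0.419 to 0.808 and 0.359 to 0.836. The erythroid list, whose median lies at 0, turned downward with the replicate block (0.975), with the scan day block (0.998), with only the 6 arrays (0.91), and under fry (0.948), and gave 0.814 to 0.996 with single tumors left out, where 3 of 6 values turned downward. For these lists the cause was not tested.

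Of 902 values of the Table 3 probes under the other settings, 798 kept their direction and side of the threshold, 71 were weaker, 5 stronger (dim probes without the filter), and 28 reversed. With single tumors left out, 423 of 450 kept them, 27 were weaker, and none reversed. Relative to the median of all probes, 60 of the 75 kept probes had their direction under normexp and 72 without the outlying spots, against 51 and 71 before that median was subtracted. Among those reversed under normexp were CDC14B (-0.73), AURKB (-0.15), ATM (-1.20), CDK2 (-0.31), FAS (-0.56), APAF1 (-0.73), HIF1A (-0.27), FOXJ2 (-0.56), SMAD2 (-0.10), ATF2 (-1.20), ATF3 (-0.32), SMARCA2 (-1.18), ELK1 (-1.20), MAPK6 (-0.15), JAK1 (-0.40), GAB1 (-1.72), RECQL5 (-1.57), TDG (-0.062), ALKBH3 (-0.61), NHEJ1 (-0.54), DCLRE1C (-1.49), PARP3 (-0.80), and LAMA2 (-0.18). Among those reversed without the outlying spots were GAB1 (-0.36), RECQL5 (-0.19), and DCLRE1C (-0.13), each well above background in at most 1 vector tumor.

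Of 337 values of the other named probes, 283 kept direction and side, 41 were weaker, 1 stronger, and 12 reversed, and of 180 with single tumors left out, 161, 17, 0, and 2. Reversed under normexp were PRKAA1 (-0.998), GSK3B (-0.12), AF351612 (-1.15 in MOAP-1, -0.59 in K264R, -1.14 in K278R), HAL in K278R (-1.56), and the unnamed probes ENST00000409570 (-1.11) and ENST00000521444 (-1.01), of which only GSK3B kept its direction relative to the median of all probes (0.41). Without the outlying spots AF351612 in K264R (-0.12) and HAL (-0.16) were reversed. PRKAA2 ranged from -0.19 to 0.047 with single tumors left out. Of 264 values of other probes of Table 3 genes, 226 kept direction and side, 23 were weaker, 4 stronger, and 11 reversed, and of 132 with single tumors left out, 112, 12, 0, and 8. Among those reversed under normexp were the other probes of CDK8 (-0.95), FAS (-0.43), STAT3 (-0.72), ELK1 (-0.91), NOTCH1 (-0.61), and ATRIP (-1.30), of which only that of FAS kept its direction relative to that median (0.096). Without the outlying spots those of CDK8 (-0.015) and ATRIP (-0.17) were reversed, under quantile normalization that of FAS (-0.030), and with array weights that of HIF1A (-0.0013). With single tumors left out, the other probes of EGFR ranged from -0.31 to 0.010, of HIF1A from -0.071 to 0.10, and of FAS from -0.12 to 0.022. Signal over background limits these probes, since 4 of the 81 Table 3 probes were not well above background in any MOAP-1 or vector tumor.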

Differences from the paper's values

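Among the settings named in this part, the methods' t-test at 2-fold was chosen only after the values had been seen.

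The paper reports 1434 differentially expressed genes between MOAP-1 and vector tumors. With the selection of the deposited description, read as 1.5-fold and an unadjusted p of 0.05, the number here was 5344 genes. The comparison depends on this reading, because the p threshold is not clearly written in the description. Of the alternatives set before the data were examined, a minimum of 2-fold in place of 1.5-fold gave 1804 genes, which is within 1.5 times the paper's number. The other alternatives set before the data were examined gave between 2514 genes (methods' t-test after Benjamini-Hochberg) and 11696 genes (no minimum fold) and did not come within that range, nor did normexp without outlying spots (2718), which was added later. The methods' t-test at 2-fold, chosen after seeing the values, gave 1588 genes, also within that range.

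The probe names and folds of Table 3 were read from a picture of it, so the comparison depends on those readings. All 73 folds that could be compared lay within 1.5-fold of the printed ones, with a largest ratio of 1.05. Of these, 49 were equal to the printed fold after rounding to 1 decimal. The lower bounds for MBD2 and RECQL5 did not exceed the printed folds. Of the printed probes, 6 were too dim to be kept. Without the filter on dim probes, MBD2, APCDD1, PDGFD, NEDD9, and CLDN11 were called in the printed direction, and RAPGEF3 was not.

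The paper writes that JAK1 did not appear to be up-regulated, and lists its transcript as up-regulated in Table 3. The transcript also rose here, by 1.71 on the log2 scale (adjusted p = 0.00179 in limma). Its change was -0.40 under normexp, or 0.13 relative to the median of all probes, and 0.70 without the outlying spots. The paper shows MAP1S protein as higher in MOAP-1 lysates in Fig. 10C, and lists the gene as down-regulated in Table 3 and Fig. 11, where its transcript also fell here, by 1.20. The paper lists STAT5a as increased. Its only probe was not well above background in any MOAP-1 or vector tumor, so no change is given for it. The insulin receptor is given as up-regulated in Fig. 11, and INSR changed by -0.13 (adjusted p = 0.301 in limma) and was called under none of the settings run. For AMPK, also given as up-regulated there, PRKAA2 changed by -0.04 (adjusted p = 0.891) and was called under none of them, and the 2 PRKAA1 probes changed by 0.49 and -0.30. Protein and transcript are different measures, and the arrays measure the transcript.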

Other observations

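The tests reported in this part, on the probe pairs, the columns of the authors' table, and the other splits of the tumors, were chosen only after the results had been seen, as were the lists reported in the other comparisons. The lists in MOAP-1 against vector and the correlations between constructs were planned.

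Of the 15 columns of the authors' table of log2 values, 8 follow the array of the same label and 7 follow the array of another tumor of the same construct (K278R 2 and 3, MOAP-1 2 and 3, and all 3 of RASSF1A), with correlations across probes of 0.987 to 0.997 with the array they follow. Each of the 15 arrays is followed by 1 column. Whether the labels of the table or those of the arrays were exchanged stays open. The exchange does not touch comparisons between constructs, and the authors' table called 4852 genes for MOAP-1 against vector. No biological explanation was tested.

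For 4291 named genes with 2 or more kept probes, the correlation across genes of the MOAP-1 minus vector change between 2 probes of a gene was 0.19. Genes are not independent replicates. Noise between tumors is argued against, because the change of the same probe correlated at 0.69 between different tumors, whereas that of the other probe in different tumors correlated at 0.14. Probes near background are argued against as the whole cause, because pairs of 1533 genes with both probes brighter than the median correlated at 0.26. Probes of different transcripts of a gene stay open, although pairs designed on 1 accession, in 3364 genes, also correlated at 0.19, because 1 accession does not fix which transcripts a probe binds. The other comparisons gave 0.17 (MOAP-1 against RASSF1A) to 0.31 (K264R against K278R), and pairs of tumors of 1 construct 0.12 to 0.31. The value was 0.51 under normexp, where the fitted background of 3 arrays was shifted, 0.19 under normexp without outlying spots, and 0.18 under quantile normalization. A change that differs from probe to probe in the same way across tumors may be of technical origin, such as in labeling or hybridization, but no value here decides it.

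The probe of RASSF1 (A_23_P41066) changed by -0.12 in RASSF1A against vector (standard error 0.10, adjusted p = 0.671 in limma), with log2 signals of 1.56, 1.55, and 1.59 in the RASSF1A tumors and 1.72, 1.52, and 1.81 in the vector tumors. In MOAP-1 against vector it changed by 0.12 (adjusted p = 0.408). The files do not state whether this probe binds the transcript of the construct. The MOAP1 probe changed by 0.55 in K264R (adjusted p = 0.00939), by 0.74 in K278R (adjusted p = 0.00504), and by -0.13 in RASSF1A (adjusted p = 0.737) against vector.

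Across 30585 probes, the change in MOAP-1 against vector correlated with that in K264R at 0.89, with that in K278R at 0.90, and with that in RASSF1A at -0.05. All of these share the vector tumors. In 100 draws of arrays with the construct means removed and a randomly drawn shared control, the correlation had a median of 0.50. Its range was -0.69 to 0.93, and 1, 1, and 97 draws were as high as the 3 values. The drawn control was not the vector tumors, and removing the means ties the tumors of a construct together. These draws therefore give no test of the 3 correlations.

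In K264R against vector, the largest rises of named genes, with no overlap between the groups, were HERC6 (2.82) and ENC1 (2.74), and the largest falls SNORD3B-1 (-4.03) and ACKR5 (-3.88), while PPP1R14A was at background in all 3 K264R tumors and at least 6.31-fold lower. In K278R against vector, THBS2 rose by 2.75, HAL, at background in the vector tumors, was at least 1.67-fold higher, and SNORD3B-1 changed by -2.96. The adjusted p of THBS2 in K278R rose above 0.05 without any of 5 of the 6 tumors, and that of HAL was 0.0616 when only the 2 groups were fitted. The probe AF351612, which the files do not pair with a gene name, was at background in the vector tumors and at least 3.28-fold higher in MOAP-1, 2.85-fold in K264R, and 2.49-fold in K278R. For RASSF1A no gene passed.

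In MOAP-1 against vector, the list of 19 interferon genes had a median change of 0.10 (14 higher; camera adjusted p = 0.290, fry 0.337), with 4 members at an adjusted p below 0.05, at any fold, over all genes tested and 1 adjusted over the list alone. The 20 stromal fibroblast genes, of which the study picked COL5A1 and THBS2, had a median of 0.83 (15 higher; 0.218 and 0.337), with 6 and 5 such members. The 9 endothelial genes had a median of 0.06 (6 higher; 0.545 and 0.405), with 2 and 2. The 12 leukocyte genes had a median of -0.11 (5 higher; 0.545 and 0.262), with 6 and 6. The 7 erythroid genes had a median of -0.01 and a mean of -0.04 while camera ranked them upward (3 higher; 0.978 and 0.948), with 2 and 2. Among the lists given here only the proliferation list passed, under camera and under fry. The same list gave an adjusted p of 6.6e-08 (fry 6.6e-06) and a median of 0.46 in K264R against vector, 0.171 (fry 0.0212) and 0.11 in K278R, and 0.00636 (fry 0.0859) and 0.18 in RASSF1A. In MOAP-1 against RASSF1A it gave 0.148 (fry 0.00696) and a median of 0.19, so camera and fry differ on the call. Its call in RASSF1A was lost without RASSF1A tumor 3 (0.186) and without vector tumor 1 (0.0661). In K278R it was gained under normexp (2.1e-08), normexp without outlying spots (0.00109), quantile normalization (0.00232), and without vector tumor 2 (0.0418). In MOAP-1 against RASSF1A it was gained under the same 3 normalizations (0.0076, 0.00817, and 0.00243). Of the other lists given here, camera also passed hypoxia in MOAP-1 against RASSF1A (adjusted p = 5.1e-05, fry 0.00696; median 0.34, 23 of 25 higher) and in RASSF1A against vector (adjusted p = 8.8e-09, fry 0.0859; median -0.32, 1 of 25 higher), and interferon in K264R against vector (adjusted p = 0.00143, fry 0.0419; median 0.40). Hypoxia in RASSF1A against vector gave 0.325 under normexp. The calls of hypoxia in MOAP-1 against RASSF1A and of interferon in K264R were kept under all settings.

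For MOAP-1 against vector, 1 of the 10 splits of the 6 tumors gave as many genes as the real one (highest other 1 gene), and 1 of 10 at the unadjusted threshold of the study (highest other 992). For MOAP-1 against K264R 2 of 10 did, at either threshold. For MOAP-1 against K278R and RASSF1A against vector the real split gave 0 genes in limma (396 and 1105 unadjusted, and 143 and 186 by the methods' t-test), so the count after adjustment says nothing, and at the unadjusted threshold 3 and 2 of 10 splits gave as many. For RASSF1A against vector the highest, 1412 genes after adjustment, set vector tumors 1 and 3 with RASSF1A tumor 3 against vector tumor 2 with RASSF1A tumors 1 and 2, which follows in part the slide and the scan day. With the scan day as a block, RASSF1A rests on tumor 3 alone, so no count is given for that setting. A camera p as small came from 2 of 10 splits for proliferation, 6 for hypoxia, 8 for interferon, 7 for stromal fibroblast, 7 for endothelial, 7 for leukocyte, and 9 for erythroid genes. With 10 splits the share is never below 10%, so this count alone cannot exclude chance for any of these.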
